# Systematic Identification and Analysis of Light-Responsive Circular RNA and Co-expression Networks in Lettuce (*Lactuca sativa*)

**DOI:** 10.1534/g3.120.401331

**Published:** 2020-07-23

**Authors:** Zhenchao Yang, Zhao Yang, Yingge Xie, Qi Liu, Yanhao Mei, Yongjun Wu

**Keywords:** Light, Circular RNA (circRNA), co-expression network, microRNAs (miRNAs), lettuce

## Abstract

Circular RNA (circRNA) is a covalently-closed single-stranded RNA molecule that plays an important role in transcriptional regulation of gene expression in a variety of species. Light intensity is a pivotal environmental factor affecting plant growth and development. However, little is known regarding photoresponsive plant circRNAs. Here, we aimed to investigate the expression and function of circRNAs in lettuce leaves in response to different light intensity treatments. We performed RNA sequencing (RNA-Seq) on leaves of lettuce (*Lactuca sativa*) to determine circRNA expression profiles and reverse-transcription polymerase chain reaction (PCR) to validate the candidate circRNA molecules. We then combined bioinformatics approach to explore the function of the parental genes of circRNA, including network, Gene Ontology, and Kyoto Encyclopedia of Genes and Genomes pathway analysis. We identified 1650 circRNAs in lettuce, of which 1508 (86.40%) were derived from exons. Using real-time PCR, we characterized 10 validated differentially expressed circRNAs and their parental genes, all of which showed expression patterns consistent with RNA-Seq data. Interestingly, the expression of circRNA was, in some cases, inversely correlated with the expression of the parental gene. Furthermore, analysis of the circRNA–microRNA–mRNA network suggests that circRNAs may be involved in plant hormone signaling and chlorophyll metabolism during photoreactivity. These findings provide an essential reference basis for studying circRNAs’ biological mechanisms in light-treated plants.

There are two types of RNA in eukaryotic cells: coding, messenger RNA (mRNA), and non-coding RNA (ncRNA). Compared with mRNA, ncRNA accounts for the vast majority of the RNA world (Chen and Carmichael 2010). Different types of ncRNAs are found in cells, such as microRNAs (miRNAs), long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs) (Memczak *et al.* 2013; Ye *et al.* 2015; Zuo *et al.* 2016). ncRNA has little or no protein-coding potential but plays a role in various biological processes (Wang *et al.* 2016). Non-coding transcripts have become increasingly important for a variety of plant functions, including healthy growth and development, as well as physiological and stress responses (Ariel *et al.* 2015; Wang *et al.* 2017a). With the development of high-throughput sequencing technology and efficient Big Data analysis, additional non-protein coding genes have been identified and characterized as effectors of plant responses to environmental stress. Indeed, non-protein coding genes play a crucial role in the stress response of wheat, including genes that give rise to fungal-reactive lncRNA (Zhang *et al.* 2016a) and dehydration-reactive miRNAs (Ma *et al.* 2015).

circRNA is an endogenous ncRNA that is single-stranded RNA generated by the head-to-tail joining of pre-mRNA (back-splicing) (Lasda and Parker 2014). The 5′- and 3′-termini of circRNA are joined together to form a covalent closed-loop structure (Ebbesen *et al.* 2017). The size of spliced circRNAs ranges from < 100 nt to > 4000 nt, but is usually only a few hundred nucleotides (Zhang *et al.* 2014; Lu *et al.* 2015). According to their genomic location, circRNAs are classed into exon, intron, intergenic, and exon-intron molecules (Chen 2016). According to preliminary studies, intron circRNA more commonly regulates its parental gene than exon circRNA (Wang *et al.* 2017b). Recently, Lu *et al.* (2015) reported the presence of 2354 circRNAs in rice and found that rice circRNAs negatively regulate their parental genes. CircRNAs appear to be differentially enriched in response to dehydration stress in wheat and foliar application of micronutrients (iron and zinc) in barley (Darbani *et al.* 2016; Wang *et al.* 2017c). Zuo *et al.* (2016) identified 854 circRNAs in tomato, of which 163 showed cold-response expression. These findings indicate that circRNAs are abundant in plants and may play important roles in response to abiotic stresses. Additional studies documented circRNAs’ role in Pi-starvation stress in rice, and reported the expression profiles of circRNAs in *Arabidopsis thaliana* in response to heat, and low light and high light stress (Ye *et al.* 2015; Pan *et al.* 2018). These reports indicate that circRNAs are widely involved in many biological processes, such as plant growth and development, and stress response.

Light is one of the most critical environmental factors. It is a source of energy and also a regulator of plant physiological adaptation (Cheng and Tu 2018). Typically, plant undergoes a series of adaptation steps to light intensity to maintain growth performance and health (Vialet-Chabrand *et al.* 2017). Comparative transcriptome analysis of tomato gene expression patterns under dynamic illumination revealed significant differences in gene expression under dynamic illumination and constant light conditions, with functional enrichment of plant-pathogen interactions, plant hormone signal transduction, metabolite production, and photosynthesis (Delprato *et al.* 2015; Felemban *et al.* 2019; Ding *et al.* 2019). Viršilė *et al.* (2019) compared the effects of different light intensities (100–500 μmol⋅m^–2^⋅s^–1^) and photoperiods (12–24 h) on the growth and nitrate assimilation of red and green lettuce (*Lactuca sativa* L.). After an abnormally long lack of light, plant responds to changes in light that alter the biogenesis of miRNAs (Achkar *et al.* 2018). Li *et al.* (2017a) used high-throughput sequencing to identify peach (*Prunus persica*) miRNAs that responded to UVB radiation in the greenhouse and showed that UV-responsive miRNAs are primarily involved in carbohydrate metabolism and signal transduction. Besides, Yang *et al.* (2019) systematically identified lncRNA during light-induced accumulation of anthocyanins in apple fruit and investigated the potential role of lncRNA in anthocyanin biosynthesis. Although circRNAs play an essential regulatory role in gene expression, the detailed function of most circRNAs remains unknown. In particular, little research has been done on the light response of circRNA in plant.

circRNA can inhibit the function of miRNA by acting as a miRNA sponge or bait in animals. For example, circRNA ciRS-7 (also known as CDR1as) contains more than 70 conventional miR-7–binding sites and can increase the expression of miR-7 target genes by strongly inhibiting human miR-7 activity (Memczak *et al.* 2013). However, there is no evidence that plant circRNAs function as miRNA sponges (Lu *et al.* 2015; Li *et al.* 2017b). Nevertheless, circRNA seems to interact and regulate miRNA, and mRNA at the transcriptional and post-transcriptional levels in most organisms. This mode of action is vital for exploring the potential role of plant circRNA in transcriptional and post-transcriptional regulation. The large-scale portal CircNet (Liu *et al.* 2016) has been developed to reveal the regulatory role of circRNA in circRNA–miRNA–gene regulatory networks.

Lettuce (*L. sativa* L., 2n = 18) is an important annual plant from the Compositae family and a substantial vegetable crop variety (Zdravković *et al.* 2014). Light plays a vital role in the growth and development of lettuce. Based on white light, high color rendering accelerates the growth of lettuce (Han *et al.* 2017). To date, no reports on the photo-responsiveness of lettuce circRNA have been published. The rapid development of RNA sequencing (RNA-Seq) technology resulted in the release of transcriptome datasets and lettuce reference genomes. A large number of transcriptome sequences (Reyes-Chin-Wo *et al.* 2017; Verwaaijen *et al.* 2018) provides useful sequence resources for the identification and systematic characterization of circRNAs in lettuce. We here aimed to explore the expression mode of circRNAs in lettuce, particularly, to investigate the light-responsive circRNAs and their potential regulatory effects in photoreactivity. We first identified and characterized circRNAs in high-throughput sequencing datasets of lettuce under different light intensity treatments and then used a series of bioinformatics methods characterize differentially expressed circRNAs, as well as functional annotations of light-responsive circRNA-parental genes. We show that lettuce circRNA involved in the response of light stimuli. These observations provide some reference value for the study of plant circRNA under different light intensity conditions.

## Materials and methods

### Plant material and growth conditions

The Hong Kong Glass lettuce seeds (Qingxian Qingfeng Seed Industry Limited Company, Hebei Province, China) were soaked for 48 h, surface-disinfected by gently shaking with 75% ethanol for 30 s, then washed 5-10 times with sterile water, and vernalized at 4° for 3 d. The treated seeds were grown in plastic pots containing a matrix soil at 26°. The average photon flux density in LHP-250 artificial climate chamber (Shanghai Sanfa Scientific Instrument Limited Company, Hebei Province, China) of the planting layer was 20%, 60 ± 2 μmol·m^–2^·s^–1^ (Las_WL group. low light intensity); 60%, 175 ± 2 μmol·m^–2^·s^–1^ (Las_ML group, medium light intensity); and 100%, 340 ± 2 μmol·m^–2^·s^–1^ (Las_SL group, high light intensity). The photoperiod was 14 h/10 h (light/dark) and humidity was set to 75%. Leaf tissue from 24-d-old lettuce was collected during the light, and all leaves of the co-axial unit of the leaf tip were removed. A single sample of lettuce leaves was cut and mixed (three biological replicates per set), wrapped in tin foil (2 g per sample), frozen in liquid nitrogen, and stored at –80° before further analysis.

### CircRNA library construction and sequencing

Total RNA was isolated and purified using TRIzol LS Reagent (Invitrogen 10296-010, Carlsbad, CA), following the manufacturer’s instructions. Approximately 5 μg of total RNA was used to deplete rRNA, according to manufacturer’s instructions of the Ribo-Zero rRNA Removal kit (Illumina, San Diego, CA). The obtained rRNA-depleted RNA was subjected to RNaseR (Epicenter, USA) treatment. The remaining RNA was fragmented into small pieces using Elution 2-Frag-Prime (ZYMO (R1015&1016)) at a 94° temperature, 8 min, ice bath 4 min. The cleaved RNA fragments were then reverse-transcribed with First-Strand Synthesis Mix Act D (ZYMO (R1015&1016)) using random primers (6-10bp) to generate cDNA. cDNA was then used as a template to synthesize U-labeled second strand DNA in a reaction with *Escherichia coli* DNA polymerase I, RNase H, and dUTP (TruSeq Stranded Total RNA HT Sample Prep Kit (Illumina RS-122-2203)). An A-base is then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contains a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single-or dual-index adapters are ligated to the fragments, and size selection was performed with AMPureXP beads (Beckman A63881). For the final sequencing information from the first-strand cDNA, after the heat-unstable UDG enzyme processed the U-labeled second strand DNA, the ligation product was PCR amplified under the following conditions: initial denaturation at 95° for 3 min; 8 cycles of denaturation at 98° for 15 s, annealing at 60° for 15 s, and extension at 72° for 30 s; followed by a final extension at 72° for 5 min. The final insert size of the final cDNA library was 300-bp long (±50 bp), retaining the strand orientation of the RNA. Finally, paired-end sequencing was performed using Illumina Hiseq 4000 at LC Bio (Hangzhou, China), according to the protocol recommended by the supplier.

### Identification and differential expression of circRNA and parental genes

First, Cutadapt (Martin 2011) was used to remove the reads that contained adaptors, low-quality bases, and undetermined bases. Sequence quality was then verified by using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Bowtie2 (Langmead and Salzberg 2012) and Tophat2 (Kim *et al.* 2013) were used to map reads to the reference genome (GCA_002870075.1 Lsat_Salinas_v7, PRJNA432228, PRJNA173551). The remaining unmapped reads were mapped to genome using Tophat-fusion (Kim and Salzberg 2011). CIRCExplorer (Zhang *et al.* 2014; Liu *et al.* 2017) was used for *de novo* assembly of the mapped reads to circular RNAs. Then, back-spliced reads were identified in unmapped reads by using Tophat-fusion and CIRCexplorer. Unique circRNAs were identified in all samples. The differentially expressed circRNAs and Parental genes were selected based on log_2_(fold-change) > 1 or log_2_(fold-change) < -1, and statistical significance (*P* < 0.05) by using R package-edgeR (Robinson *et al.* 2010).

### Target gene prediction and functional enrichment analysis

To assess the potential function of circRNA, its parental mRNA was used for BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi?PROGRAM=blastn&PAGE_TYPE=BlastSearch&LINK_LOC=blasthome) search analysis, and its function was classified according to the GO annotation (http://geneontology.org) and the KEGG pathway database (http://www.kegg.jp/kegg). circRNA enrichment analysis relative to the overall GO pattern and the KEGG pathway was performed using Blast2GO (Conesa *et al.* 2005) with Fisher’s exact test (FDR < 0.05). The GOseq method (Young *et al.* 2010), which is based on Wallenius non-central hyper-geometric distribution, was used for GO functional classifications to understand the distribution of gene functions at the macroscopic level. KEGG is the major public pathway-related database, and significantly enriched metabolic pathways or signal transduction pathways represented in the differentially expressed genes were identified by pathway enrichment analysis. For GO functional and pathway enrichment analysis, all differentially expressed genes were mapped to terms in the GO and KEGG databases, and significantly enriched GO and KEGG terms identified were compared to the genome background, with *P* < 0.05 as a threshold (Wu *et al.* 2006).

### Experimental validation of circRNAs and RT-qPCR of circRNAs and parental genes

Ten circRNAs were selected from the identified circRNAs based on the number of back-spliced sites and highly differential expression for experimental validation. Genomic DNA was extracted using the cetyltrimethylammonium bromide method (Murray and Thompson 1980), as a negative control of primers used for circRNA validation. circRNAs were validated in an aliquot of the total RNA sample (0.2 µg) used from RNA-Seq analysis. Prior to RT-qPCR, RNA samples were treated with DNase I (NEB, Beijing, China). Then, rRNA was removed using the Epicenter Ribo-Zero Gold kit (Illumina) and linear RNA was removed by incubation with 3 U⋅μg^–1^ RNase R (Epicenter) for 15 min at 37°. Two sets of primers for each circRNA were designed using Primer 5 program: an outward set expected to amplify only circRNA across the reverse-splicing junction (Table S2), and polymeric primers for the amplification of linear mRNA (Table S2).

The expression levels of circRNA and the parental gene were also quantified using a SYBR Fast qPCR Mix (Takara, Japan) and a BioRad CFX96 real-time PCR instrument (BioRad, USA). For the analysis, cDNA was synthesized using random primers with PrimeScript RT reagent Kit with gDNA Eraser (Takara, Japan), accordingly. The relative expression rate (∆Ct) of each circRNA was calculated using the 2^-∆∆Ct^ method (Livak and Schmittgen 2001). 18S rRNA was used as an internal standard control (Wu *et al.* 2016; Jeyaraj *et al.* 2017) and all reactions were repeated three times. The divergent and standard primers were designed for RT-qPCR using Primer 5, and were used to amplify circRNA and parental mRNA, respectively (Table S2).

### Co-expression network construction

Based on the alignment of circRNA sequences against miRBase version 21.0 (http://www.mirbase.org/) (Kozomara and Griffiths-Jones 2014), Targetscans (v7.0) (Lewis *et al.* 2005), miRanda [38] and CircNet (Liu *et al.* 2016) were used to predict the miRNA binding sites in lettuce circRNAs. miRBase compiles miRNA species from 34 plants. Based on the theoretically predicted interactions between circRNAs and conserved seed-matching sequences of miRNAs, the circRNA–miRNA–mRNA interaction network was visualized using Cytoscape 3.5.1 (Shannon *et al.* 2003). All the detected circRNAs and miRNAs were used for the interaction analysis.

### Data availability

Sequence data are available at NCBI and the accession number is GSE148578. The raw data are deposited in NCBI with SRA accessions numbers: SRP256288. Supplemental material available at figshare: https://doi.org/10.25387/g3.12196911.

## Results

### Identification and characterization of circRNAs in lettuce

To identify light-responsive circRNAs in lettuce at the genome-wide level, we produced three transcriptome datasets of light-treated lettuce, Las_SL (60 ± 2 μmol·m^–2^·s^–1^), Las_ML (175 ± 2 μmol·m^–2^·s^–1^), and Las_WL (340 ± 2 μmol·m^–2^·s^–1^). 

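Leaf tissue of 24-d-old lettuce of the cultivar Hong Kong Glass was collected from 3 treatment groups with 3 biological replicates each. The paper's methods and figure legends give 340 µmol per square metre per second for Las_SL, 175 for Las_ML and 60 for Las_WL, whereas the opening of the results and the note of Table 1 give 60 for Las_SL and 340 for Las_WL. The libraries were grouped here by the methods, so Las_SL stands for high and Las_WL for low light intensity. According to the paper, rRNA was depleted and linear RNA was digested with RNase R before stranded paired-end sequencing, while the protocol given with the deposited samples describes selection of polyadenylated RNA. The authors trimmed the reads, mapped them to Lsat_Salinas_v7 with TopHat2, mapped the remaining reads with TopHat-Fusion and called circRNAs with CIRCexplorer2. Their circRNA table lists 1650 circRNAs with the raw number of back-spliced reads in each library, and their gene table lists FPKM values of 35342 genes without read counts. Table 1 gives 62978423 to 69762153 uniquely mapped reads per library in Las_SL (median 68164847), 67692649 to 87019476 in Las_ML (median 74454209) and 61388356 to 68946078 in Las_WL (median 65637090). Of these libraries, the circRNA table holds 836, 990 and 704 back-spliced reads in Las_SL, 1036, 863 and 747 in Las_ML, and 398, 704 and 558 in Las_WL. Back-spliced reads were tested with edgeR's quasi-likelihood test, with the uniquely mapped reads as library size, over the 347 circRNAs that had a read in at least 2 libraries. FPKM values were tested with limma on log2(FPKM + 1) over the 26145 genes with a mean FPKM of at least 0.5, a scale that understates the change of genes with low values. If the RNA was treated with RNase R, as the paper states, FPKM values rest on the linear RNA left after digestion. They could then shift with the efficiency of digestion. A library without a read of a circRNA allows up to 3 reads of it, and this limit covers counting error only.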

Three replicates of rRNA-depleted samples were used for each dataset. Approximately 1.02 billion original reads were obtained from the nine samples (Las_SL1, Las_SL2, Las_SL3, Las_ML1, Las_ML2, Las_ML3, Las_WL1, Las_WL2, and Las_WL3), equivalent to 150.32 G data (Table S1). After removing the adaptor and primer sequences, and short low-quality sequences, we obtained 811,624,664 clean reads. The Q20 and Q30 scores were both greater than 95% and the GC content was ≥45%, indicating high sequence quality (Table S1). Further, 92.38–93.86% of the resultant clean reads were successfully mapped to the lettuce reference genome (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/002/870/075/GCF_002870075.1_Lsat_Salinas_v7/GCF_002870075.1_Lsat_Salinas_v7_genomic.fna.gz), with 626,043,281 reads uniquely mapped (Table 1). The corresponding 54,406,457 unmapped reads were retained for circRNA identification, with 5,481,756 candidate back-spliced junctions reads.

**Table 1:** Genome-wide identification of circRNAs in lettuce

Sample	Valid reads	Unique mapped reads	Unmapped reads	Candidate back-spliced junctions reads	Confident post reads	CircRNA number
Las_SL1	89132950	69762153 (78.27%)	5764358 (6.47%)	584034 (0.66%)	836	308
Las_SL2	87699358	68164847 (77.73%)	5531805 (6.31%)	538356 (0.61%)	990	321
Las_SL3	81245396	62978423 (77.52%)	5925249 (7.29%)	570611 (0.70%)	704	282
Las_ML1	112499652	87019476 (77.35%)	6906066 (6.14%)	717707 (0.64%)	1036	389
Las_ML2	98768636	74454209 (75.38%)	6082871 (6.16%)	578639 (0.59%)	863	320
Las_ML3	89441308	67692649 (75.68%)	6152748 (6.88%)	682352 (0.76%)	747	274
Las_WL1	86283614	68946078 (79.91%)	5985874 (6.94%)	791773 (0.92%)	398	185
Las_WL2	86368286	65637090 (76.00%)	6582693 (7.62%)	521422 (0.60%)	704	257
Las_WL3	80185464	61388356 (76.56%)	5474793 (6.83%)	496862 (0.62%)	558	198
All	811624664	626043281	54406457	5481756	6836	2534

Note: Las-SL, intensity light treatment group of lettuce (60 ± 2 μmol·m^–2^·s^–1^); Las-ML, medium light treatment group of lettuce (175 ± 2 μmol·m^–2^·s^–1^); Las-WL, weak light treatment group of lettuce (340 ± 2 μmol·m^–2^·s^–1^). Confident post reads, Number of reads corrected and filtered according to the sequence characteristics of the splice sites.

Based on the positional relationship between circRNAs and the related genes, the back-spliced loci were aligned with the genomic region. Of these, 80.61% were located in exons, 15.59% in intergenic regions, and 3.80% in introns. Candidate circRNAs were identified based on the candidate back-spliced junctions in the rRNA-depleted RNA sequencing (RibominusSeq) dataset (Martin 2011). We used the CIRCexplorer2 program (Yin *et al.* 2017) to identify circRNAs. Consequently, 1650 circRNAs were identified in the three treatment groups, 742 in Las_SL, 792 in Las-ML, and 530 in Las_WL. 

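The number of circRNAs with a back-spliced read was 308, 321 and 282 in the Las_SL libraries (304 ± 19.9, SD, n = 3), 389, 320 and 274 in Las_ML (328 ± 57.9) and 185, 257 and 198 in Las_WL (213.3 ± 38.4). Every Las_WL library had fewer circRNAs than every Las_SL and every Las_ML library (exact permutation test, two-sided, p = 0.1 in both comparisons, the smallest p that 3 libraries against 3 allow). The Las_SL and Las_ML libraries overlapped (exact permutation test, p = 0.7), and their order turned when the number was divided by the uniquely mapped reads, with 4.53 ± 0.155 circRNAs per 1000000 reads in Las_SL and 4.27 ± 0.213 in Las_ML. At an equal number of 398 back-spliced reads per library, a calculation chosen after the data were seen, 182 ± 9.64 circRNAs were expected in Las_SL, 183.9 ± 5.86 in Las_ML and 173 ± 12.3 in Las_WL, and the groups overlapped (exact permutation test, p = 0.3 for Las_WL vs. Las_ML and 0.4 for Las_SL vs. Las_WL). The 9 libraries together held 6836 back-spliced reads. Of the circRNAs, 1028 (62.3%) were seen with 1 read in a single library, and 72 had 10 or more reads.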

Further, 119 circRNAs were shared among the three treatment groups, and 484, 537, and 334 circRNAs were specific to the treatment groups, accordingly (Figure 1A). 

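Counted from the back-spliced reads, 1355 circRNAs had reads in libraries of 1 treatment group only, and 176 had reads in exactly 2 groups. A circRNA with a single read can be found in 1 group only, and such circRNAs made up 75.9% of the group-specific ones. To see how many would be group-specific for other groupings, all 280 ways to divide the 9 libraries into 3 groups of 3 were counted. They gave between 1335 and 1367 circRNAs found in 1 group only, with a median of 1350, and 63 of the 280 divisions, the treatment groups included, gave at least as many as the treatment groups. As few shared circRNAs or fewer were found in 167 of the 280 divisions, which ranged from 107 to 132. When a circRNA had to have a read in at least 2 libraries of its group, the number of group-specific circRNAs fell to 52.

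**Figure D1:**
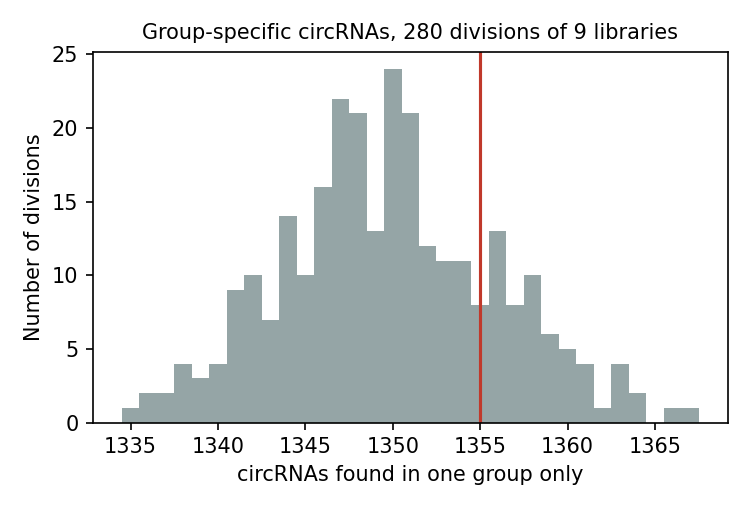
Number of circRNAs found in 1 group only (x axis) against the number of divisions of the 9 libraries into 3 groups of 3 (y axis), with the treatment groups marked by a red line at 1355. The 280 divisions range from 1335 to 1367, and the line lies inside that range.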

The identified 1650 circRNAs were distributed among 754 scaffolds, with 1–2 circRNAs on 549 scaffolds (accounting for 72.81% of the scaffolds), and a portion of scaffolds containing > 2 circRNAs (Fig. S1). circRNAs can be produced from exons, introns, and intergenic regions (Chen 2016). 

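A scaffold carried at most 12 of the circRNAs. Among the 347 circRNAs with a read in at least 2 libraries, 260 scaffolds were represented, and 244 of them (93.85%) carried 1 or 2 circRNAs, with at most 5 on a scaffold. Positions in the circRNA table refer to scaffolds of Lsat_Salinas_v7 and count from 1: all 1507 exonic circRNAs listed with an intron on both sides started 1 base after the left intron.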

In the current study, identification of total circRNAs based on the positional relationship between circRNAs and the related exons revealed the presence of only 1508 exon circRNAs. They were generated by exons of a single protein coding gene, and were the major circRNA type, accounting for 91.00% of 1650 circRNAs; 142 circRNAs were produced by introns. 

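By the type listed for each circRNA, the share of exonic circRNAs was 91.39% over all circRNAs. It rose with the number of reads behind a circRNA, to 93.73% of the 622 circRNAs with at least 2 reads and to 98.27% of those with a read in at least 2 libraries, of which 6 were intronic. The median distance from the listed start to the listed end was 525 bp for exonic and 350 bp for intronic circRNAs.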

Approximately 89.27% of circRNAs harbored only 1–4 parental gene-derived exons (Figure 1B). 

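The table lists 531 circRNAs with 1 exon, 507 with 2, 299 with 3, 136 with 4 and 78 with 5. The 142 intronic circRNAs are listed with an exon count of 1 and are part of the first number, so that 389 exonic circRNAs consisted of 1 exon. With a read required in at least 2 libraries, 91.93% of the circRNAs had 1 to 4 exons.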

The annotations of these circRNAs identified 1325 unique parental protein coding genes, indicating that some parental genes produced more than one circRNA, although most genes produced only one circRNA (Figure 1C).

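Of the parental genes, 1085 (81.89%) had a single circRNA. The highest number was 7, for LOC111899141, which is described as a C2 calcium-dependent membrane targeting protein and whose circRNAs had 15 reads in all. LOC111896900, described as peptidase S8A, followed with 6 circRNAs and 9 reads. Among the circRNAs seen in at least 2 libraries there were 313 parental genes, of which 282 (90.1%) had a single circRNA, with at most 3 per gene.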

**Figure 1:**
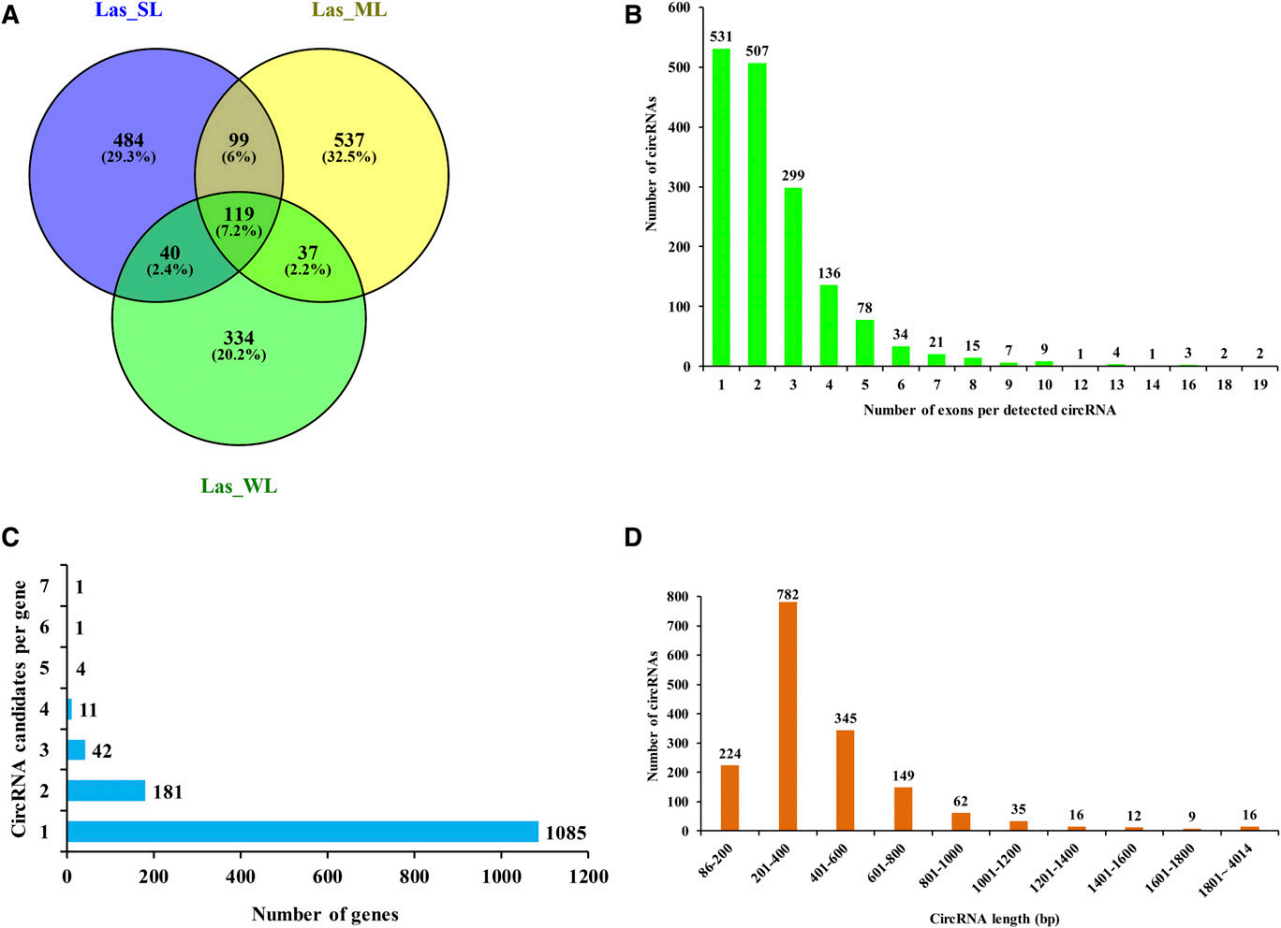
Genomic characteristics of lettuce circRNAs. (A) Venn diagram showing an overlap of the annotated circRNAs between the Las_SL, Las_ML, and Las_WL treatment groups. Las_SL, 340 ± 2 μmol·m^–2^·s^–1^ (high light intensity); Las_ML, 175 ± 2 μmol·m^–2^·s^–1^ (medium light intensity); Las_WL, 60 ± 2 μmol·m^–2^·s^–1^ (low light intensity). (B) Distribution of exons in detected circRNAs. (C) Distribution of circRNA readings observed in the dataset for each parental gene. (D) Distribution of circRNA length in lettuce.

These observations indicate that circRNA in lettuce are produced in different genomic regions via different splicing. Some genes produce more than one circRNA by alternative reverse-splicing or a combination of different exons/introns. In addition, most of the identified circRNAs were 86–800 bp in size (approximately 90.91% of all circRNAs). In particular, 201–400-bp circRNAs were the most numerous (Figure 1D).

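Measured on the genome from start to end, introns included, the circRNAs spanned 114 to 10941 bp with a median of 509 bp, and 1179 of them (71.45%) spanned 86 to 800 bp. For exonic circRNAs of a single exon, where the span on the genome is the length of the exon, 97.43% fell in this range and the median was 237 bp.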

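In steps of 200 bp of the span on the genome, 486 circRNAs (29.45%) spanned 201 to 400 bp, 336 (20.36%) spanned 401 to 600 bp, 214 (12.97%) spanned 601 to 800 bp and 143 (8.67%) spanned at most 200 bp.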

### Analysis of differential expression patterns of circRNAs and the parental genes in lettuce

We next determined the light-responsive circRNA expression in lettuce. We used R package (edgeR) (Robinson *et al.* 2010) to calculate the fragments per kilobase of transcripts per million mapped reads (FPKM) in lettuce samples from different light intensity treatments, counting reverse-spliced reads to quantify the circRNA expression. 

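The deposited table gives, besides the reads, an SRPBM value for every circRNA and library. From the values, the divisor of SRPBM is 150 times the number of candidate back-spliced junction reads of Table 1, in each of the 9 libraries. Candidate junction reads made up 0.655%, 0.614% and 0.702% of the valid reads in the Las_SL libraries, 0.638%, 0.586% and 0.763% in Las_ML, and 0.918%, 0.604% and 0.620% in Las_WL, so this divisor was highest, relative to depth, in Las_WL replicate 1. The values here are therefore given as normalized back-spliced reads, the number per 100000000 uniquely mapped reads. The most abundant circRNA was circRNA132, a single-exon circRNA of the XS domain protein gene LOC111877779, located on scaffold NW_019678708.1 from 183667 to 183968 of Lsat_Salinas_v7. Its 1674 reads were 24.49% of all back-spliced reads. It had 342 ± 109 normalized back-spliced reads in Las_SL (SD, n = 3), 275 ± 39.0 in Las_ML and 181 ± 92.4 in Las_WL, and the groups overlapped (exact permutation test, p = 0.5 for Las_SL vs. Las_ML and 0.2 for the other comparisons).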

The expression values of all identified circRNAs were statistically distributed, and the expression levels and expression trends of genes between different samples were compared from the overall level (Fig. S2A, B). The gene expression pattern can be used as an indicator of its putative biological function. To determine which circRNAs were differentially expressed in the three treatment groups (three biological replicates per condition), circRNAs were filtered based on specific statistical thresholds [*P* ≤ 0.05 and | log_2_(fold-change) | ≥ 1]. Among the circRNAs identified in lettuce, 347 showed differential expression. 

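With the paper's thresholds on p and on the fold change, 19 circRNAs were called in at least 1 of the 3 pairwise comparisons. After Benjamini-Hochberg adjustment of the p-values of edgeR's quasi-likelihood test, 1 of them, circRNA784, stayed below 0.05. A single test over the 3 groups gave 11 circRNAs with an unadjusted p of 0.05 or less. The threshold on p moved the number most, as the fold change alone gave 296 circRNAs. DESeq2, with its own size factors from the back-spliced reads in place of the uniquely mapped reads, called 6. None of them had an adjusted p below 0.05. Read numbers were then simulated 50 times for the same circRNAs without any difference between the groups, at the dispersion of 0.2211 estimated from the libraries. These simulations gave between 7 and 29 calls with a mean of 17.9, and 23 of the 50 gave at least 19. Other divisions of the real libraries gave fewer. In each pairwise comparison the treatment groups had the most calls of 10 divisions, a share that 3 libraries against 3 cannot lower. In the 3-group test 4 of 100 divisions, the treatment groups included, gave at least 11 circRNAs. After adjustment 38 of 100 gave at least 1. In another simulation at the depth of these libraries, the test recovered 34 of 200 circRNAs that had been changed 4-fold (17%), so that most changes of that size were not detectable at this depth.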

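Among the circRNAs with a read in at least 2 of the 9 libraries, whatever their change between groups, 20 had reads in Las_SL only, 21 in Las_ML only and 11 in Las_WL only, and 119 had reads in all 3 groups. With the libraries divided in other ways, group-specific circRNAs of this kind numbered from 32 to 64, with a median of 47.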

In 347 circRNAs, only approximately 5.8% (20) Las_SL group circRNAs, 6.1% (21) Las_ML group circRNAs, and 3.2% (11) Las_WL group circRNAs were treatment-specific, while 34.2% (119) circRNAs were co-expressed in all treatment groups (Figure 2A). Hierarchical clustering analysis of circRNAs from the three groups revealed that circRNAs exhibited specific expression patterns in the different treatment groups (Figure 2B). Furthermore, the parental genes of the differentially expressed circRNAs exhibited similar specific expression patterns, up- or down-regulation, as that of circRNAs, except for a few parental genes that showed reverse expression patterns compared with those of their circRNAs (Figure 2C).

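Over the circRNAs with a read in at least 2 libraries, a set chosen after the data were seen, the correlation between libraries on a log2 scale was on average 0.5326 within a treatment group and 0.511 between groups. The difference of 0.0216 was reached or passed in 4 of the 280 divisions of the libraries into 3 groups of 3 (exact permutation test, p = 0.0143).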

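The 19 called circRNAs gave 32 pairs of a circRNA and a comparison, and in 20 of them (62.5%) the parental gene changed in the same direction as its circRNA. When the parental genes were reassigned at random among these circRNAs, 59.6% changed in the same direction on average over 10000 re-pairings (permutation test, two-sided, p = 1.0). Over all circRNAs tested, whether called or not, the direction was shared in 560 of 1038 pairs (53.9%), against 51.1% after re-pairing (permutation test, p = 0.0386). The share among called circRNAs depended on single libraries, with 48.3% without Las_WL replicate 1, and with 73.9% against 56.9% after re-pairing without Las_SL replicate 1 (permutation test, p = 0.0282).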

**Figure 2:**
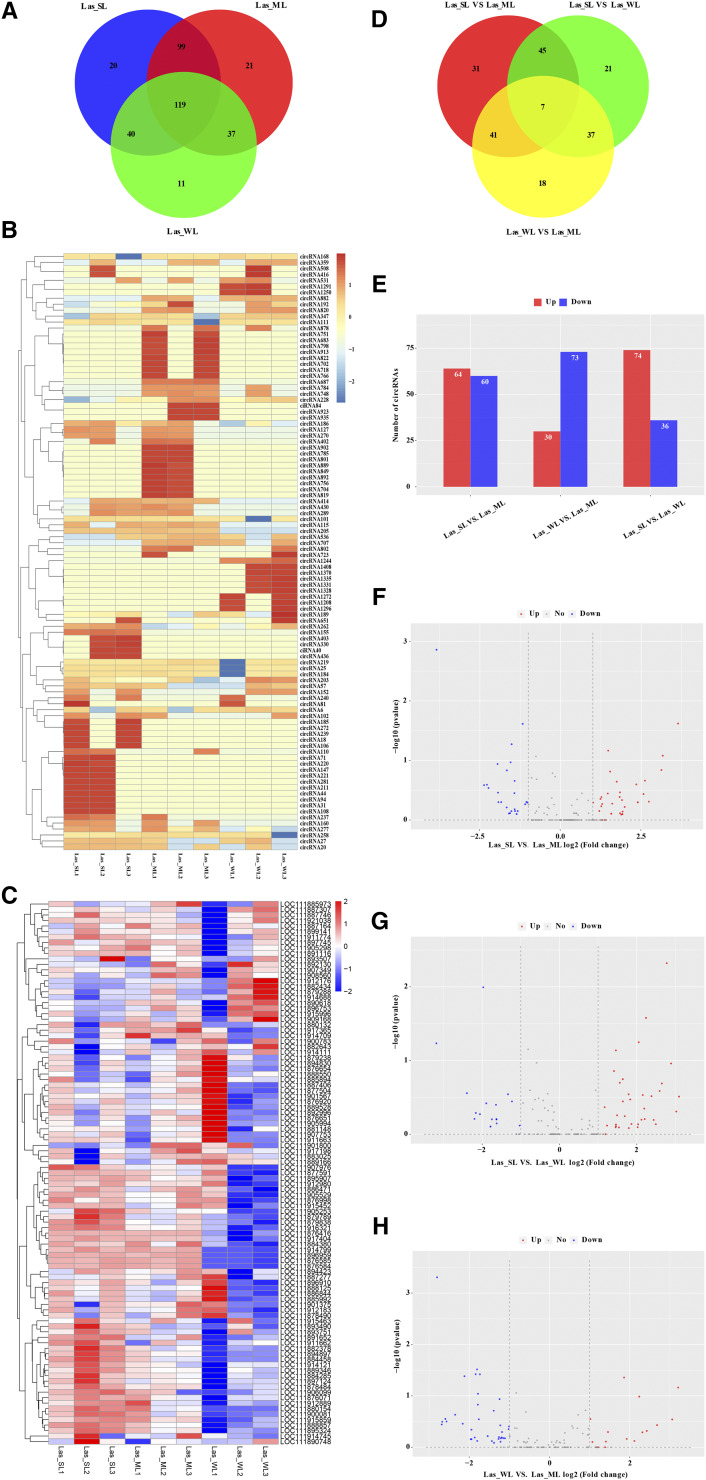
Differential expression patterns of circRNAs and parental genes in lettuce. (A) Venn diagram of the number of differentially expressed circRNAs between Las_SL, Las_ML, and Las_WL treatment groups. Las_SL, 340 ± 2 μmol·m^–2^·s^–1^ (high light intensity); Las_ML, 175 ± 2 μmol·m^–2^·s^–1^ (medium light intensity); Las_WL, 60 ± 2 μmol·m^–2^·s^–1^ (low light intensity). (B) Heat map of the expression pattern of differential circRNAs in Las_SL, Las_ML, and Las_WL treatment groups. The different colors indicate different gene expression. The color code for the Z-value (z = (x - µ)/σ, where x is the sample data, σ is the data standard deviation, and μ is the sample mean.) is shown on the right (blue to white to red, with the expression level from low to high, accordingly). (C) Heat map of the expression of different circRNA-parental genes in Las_SL, Las_ML, and Las_WL treatment groups. (D) Venn diagram of the number of differentially expressed circRNAs in pairwise comparisons of Las_SL, Las_ML, and Las_WL treatment groups. (E) A histogram of the differential expression of circRNAs in the processed pairwise comparison of lettuce samples. The number of up-regulated (red) and down-regulated (blue) circRNAs is shown at the top of each column. (F–H) Volcano plots of the overall distribution of differentially expressed circRNAs in pairwise sample comparisons (F) Las_SL *vs.* Las_ML, (G) Las_SL *vs.* Las_WL, (H) Las_WL *vs.* Las_ML. Abscissa, log_2_ (fold-change); ordinate, -log_10_ (p-value). The abscissa represents the differential expression (fold-change) of the gene, and the ordinate represents the statistical significance of the difference in the change in gene expression. Red, significantly differentially (p-values ≤ 0.01, T test) expressed gene that is up-regulated; blue, significantly differentially expressed gene that is down-regulated; gray, non-significantly differentially expressed gene.

We also performed a pairwise comparative analysis of the differentially expressed circRNAs. The analysis revealed that seven circRNAs exhibited constitutive differential expression in the different treatment comparisons (Figure 2D). 

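Of the called circRNAs, 7 were called in a single comparison, 11 in 2 comparisons and 1, circRNA784, in all 3. The comparisons share libraries, so a circRNA without any change can also be called more than once. In the simulations without differences between groups, 3.4 circRNAs on average (19% of the calls) were called in at least 2 comparisons, and 0 in all 3. The Las_SL vs. Las_WL call of circRNA784 rested on 4 reads in Las_WL replicate 2 against none in the other libraries of these groups.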

Further, 124 circRNAs were differentially expressed in the Las_SL *vs.* Las_ML comparison, the number of up-regulated is basically the same as down-regulated; 103 circRNAs were differentially expressed in the Las_WL *vs.* Las_ML comparison, the number of up-regulated is half of the down-regulated; and 110 circRNAs were differentially expressed in the Las_SL *vs.* Las_WL comparison, the number of up-regulated is twice that of the down-regulated (Figure 2E). These differentially expressed circRNAs may play specific roles in the light responsiveness in lettuce.

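In the Las_SL vs. Las_ML comparison 8 circRNAs were called, 5 up-regulated and 3 down-regulated. The Las_WL vs. Las_ML comparison gave 11, of which 1 was up-regulated and 10 were down-regulated, and the Las_SL vs. Las_WL comparison gave 13, with 11 up-regulated and 2 down-regulated. In these comparisons 6, 8 and 10 of the called circRNAs had at most 3 reads in every library of 1 of the groups, for which only a lower bound of the fold change can be given. The bound sets the observed mean of the higher group, without its counting error, against 3 reads in each library of the other. Libraries that hold reads may allow more than 3, so a smaller change is not excluded. circRNA784 comes from 7 exons of LOC111876071, an aldolase-type TIM barrel protein gene, and lies on scaffold NW_019678332.1 from 319024 to 320113. It had no read in the Las_SL libraries, 14, 12 and 9 reads in Las_ML and 0, 4 and 0 in Las_WL, and was at least 3.38-fold higher in Las_ML than in Las_SL (edgeR, adjusted p = 1.493e-05). Against Las_WL its log2 fold change was -2.79 in the Las_WL vs. Las_ML comparison (standard error 0.72, edgeR adjusted p = 0.0411). Both circRNA784 calls, which rest on the unadjusted p, held under all 17 alternatives with a test, and the adjusted p stayed below 0.05 in 15 of them for Las_SL vs. Las_ML and in 6 for Las_WL vs. Las_ML. For Las_SL vs. Las_ML it was 0.146 with DESeq2 and 0.716 without Las_SL replicate 3 (edgeR). For Las_WL vs. Las_ML it ranged from 0.0003222 without Las_WL replicate 2, where Las_WL had no read left, to 1.0 with DESeq2, and in edgeR it was 0.551 without Las_SL replicate 3, 0.458, 0.202 and 0.0547 without Las_ML replicates 1, 2 and 3, and 0.522 and 0.264 without Las_WL replicates 1 and 3. circRNA184 of LOC111889346, a concanavalin A-like lectin gene, had 13, 13 and 11 reads in Las_SL, 34, 10 and 10 in Las_ML and 0, 3 and 9 in Las_WL, a log2 fold change of -1.86 for Las_WL vs. Las_ML (standard error 0.55, edgeR adjusted p = 0.13). Without Las_ML replicate 1 this log2 fold change was -1.16 and circRNA184 was no longer called. Without Las_WL replicate 3 it was -3.26, with an edgeR adjusted p of 0.00289, the lowest of the 17 alternatives, of which 3 gave an adjusted p below 0.05. The others were 0.0161 without Las_ML replicate 2 and 0.0233 with at least 10 reads, and the highest was 1.0 with DESeq2. circRNA101 of LOC111915859, a WRKY transcription factor gene, had 7, 12 and 11 reads in Las_SL, 12, 4 and 7 in Las_ML and 3, 0 and 2 in Las_WL, and was at least 3.27-fold higher in Las_SL than in Las_WL (edgeR adjusted p = 0.109). Its adjusted p was below 0.05 in 5 of the 17 alternatives, with 0.0169 with only the libraries of the comparison, 0.0261 with at least 10 reads, 0.0315 with a replicate block, 0.0439 without Las_WL replicate 1 and 0.0494 without Las_ML replicate 2, and the highest was 1.0 with DESeq2. circRNA115 was at least 1.25-fold higher in Las_ML than in Las_WL (edgeR adjusted p = 0.195). circRNA536 was at least 1.64-fold higher in Las_ML than in Las_SL (edgeR adjusted p = 0.763). circRNA25 was at least 2.28-fold higher in Las_SL than in Las_WL (edgeR adjusted p = 0.519). Its junction lies on scaffold NW_019673549.1 from 97393 to 97714, close to that of circRNA24 of the same gene from 97390 to 97714. circRNA57 was at least 1.25-fold higher in Las_SL than in Las_ML (edgeR adjusted p = 0.763) and was called in 12 of the 17 alternatives. In these comparisons circRNA115, circRNA536, circRNA25 and circRNA57 had an adjusted p below 0.05 in none of the 17 alternatives. From the circRNAs called in the pairwise comparisons, the paper proposes that they have specific roles in the response of lettuce to light.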

To visualize the overall distribution of the differentially expressed genes, volcano maps were prepared for circRNAs that were differentially expressed in each pairwise comparison. The number of up-regulated circRNAs in the Las_SL *vs.* Las_ML comparison (Figure 2F) and the Las_SL *vs.* Las_WL comparison (Figure 2G) was higher than the number of down-regulated circRNAs, while the number of circRNAs up-regulated in the Las_WL *vs.* Las_ML comparison (Figure 2H) occupied half of down-regulated. Collectively, the number of circRNAs up-regulated in the Las_SL and Las_ML groups was significantly (p-values ≤ 0.01, T test) greater than that in the Las_WL group. 

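The Las_SL libraries held 12.0, 14.5 and 11.2 back-spliced reads per 1000000 uniquely mapped reads (12.6 ± 1.75, SD, n = 3), the Las_ML libraries 11.9, 11.6 and 11.0 (11.5 ± 0.441) and the Las_WL libraries 5.77, 10.7 and 9.09 (8.53 ± 2.52). All 3 Las_WL libraries lay below every library of the other groups (exact permutation test, two-sided, p = 0.1, the smallest possible with 3 against 3), and Las_SL and Las_ML overlapped (exact permutation test, p = 0.4). Without circRNA132 the order was the same, with 9.14 ± 0.656 reads in Las_SL, 8.76 ± 0.390 in Las_ML and 6.72 ± 1.61 in Las_WL. As a share of the candidate back-spliced junction reads, Las_WL overlapped the other groups. The shares were 0.1431%, 0.1839% and 0.1234% in Las_SL, 0.1443%, 0.1491% and 0.1095% in Las_ML, and 0.0503%, 0.135% and 0.1123% in Las_WL.

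**Figure D2:**
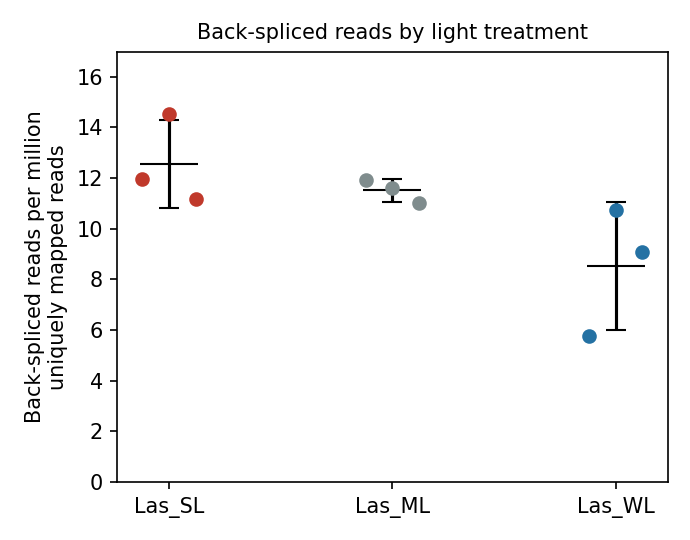
Back-spliced reads per 1000000 uniquely mapped reads (y axis) in the 3 treatment groups (x axis), with a point for each library and the mean ± SD of 3 libraries. The Las_WL libraries lie between 5.77 and 10.7, below the lowest library of the other groups at 11.0.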

Because of the difference in growth conditions of lettuce associated with the different light intensity treatments, the expression of circRNA in different treatment groups appeared to be consistent with the characteristics of specific gene expression in the cell or tissue, or the developmental stage.

In addition, to explore the regulation patterns of differentially expressed circRNAs (in pairwise comparisons) under different treatment conditions, circRNAs were clustered according to the similarity of sample gene expression profiles. The heat map was then used to visualize differentially expressed circRNAs, demonstrating the expression of circRNA in different treatments (Fig. S2C–E). Biologically-relevant information obtained from the above heat map was consistent with those from volcano maps.

### Verification and analysis of circRNAs

To confirm the identification of lettuce circRNAs, 10 circRNAs were chosen for experimental validation based on the number of back-spliced sites and highly differential expression. 

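The 10 circRNAs had between 39 and 435 back-spliced reads over the 9 libraries. Of these, circRNA277, circRNA784, circRNA216, circRNA184 and circRNA101 were called in at least 1 pairwise comparison, and circRNA99, circRNA228, circRNA24, circRNA203 and circRNA213 in none.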

A set of divergent and convergent primers (Table S2) was designed for each circRNA, and used to amplify cDNA (including RNase R-treated reverse-transcript RNA) and genomic DNA. RNase R is typically selected for such analysis because while it digests all linear RNA, it does not digest lasso or circular RNA structures, thereby excluding noise signals associated with *trans*-splicing, genomic rearrangement, or potential PCR artifacts (Chen 2016). Theoretically, circRNA can be amplified using different primers from an RNA sample, but divergent primers cannot be used to amplify genomic DNA. By contrast, convergent primers amplify the linear form of the circRNA template in genomic DNA and RNA samples (Figure 3A). PCR amplification products were further analyzed by agarose gel electrophoresis and Sanger sequencing to confirm the occurrence of reverse-splicing. Indeed, the 10 analyzed circRNAs yielded a PCR product of the expected size, with a validated back-splicing point (Fig. S3). Three of these (designated circRNA277, circRNA784, and circRNA99) are shown in Figure 3B, C.

**Figure 3:**
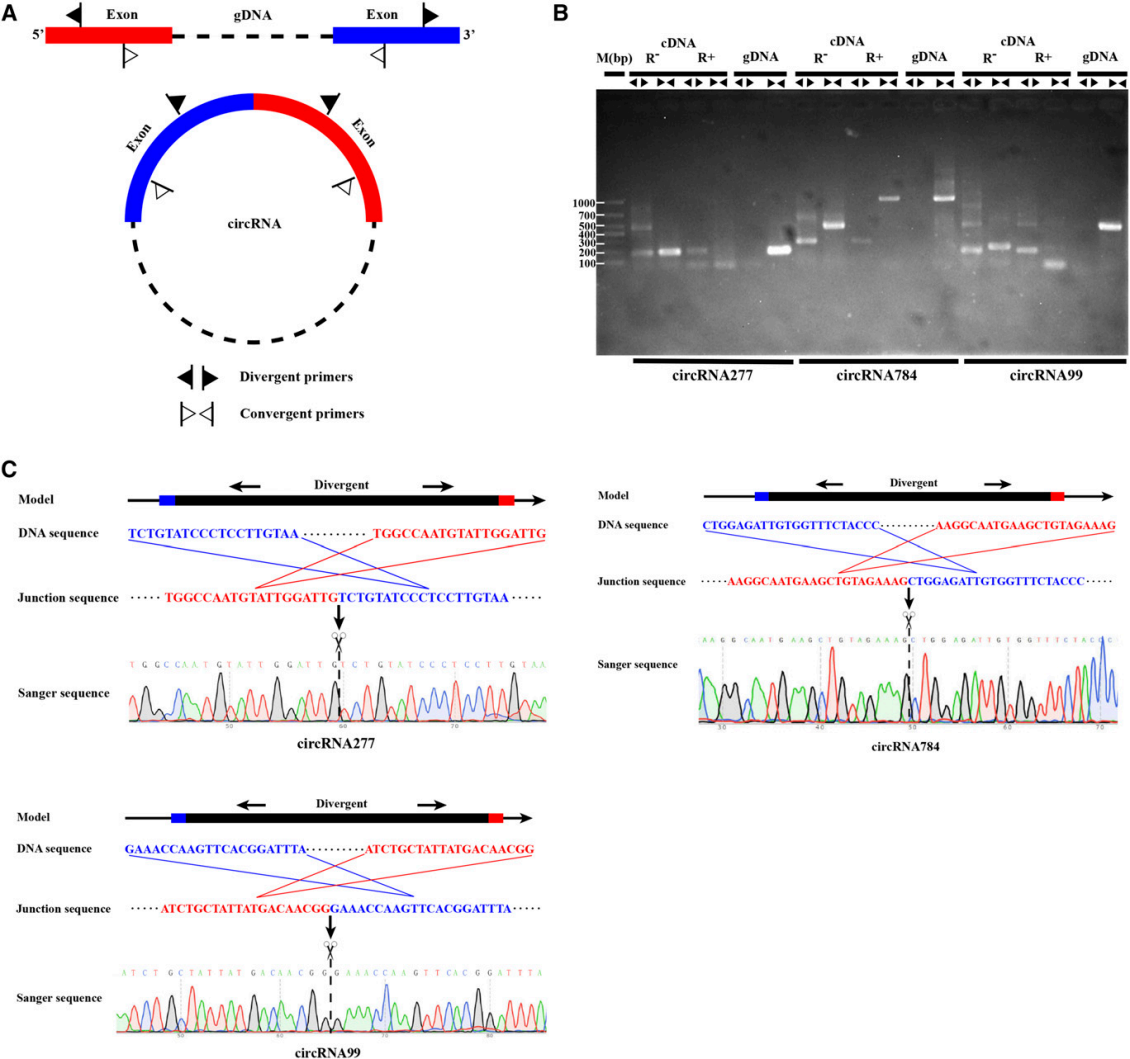
Verification of circRNA presence in lettuce. (A) A model of circRNA cyclization and convergence of convergent/divergent primers. (B) PCR analysis of three predicted circRNAs in genomic DNA and cDNA samples. Agarose gel electrophoresis revealed PCR products of the expected size. R^-^ indicates that no Rnase R-treated and R^+^ indicates that Rnase R-treated. (C) Detailed analysis of circRNA cyclization and Sanger sequence verification using divergent primers. The model of the parental gene structure is presented on top. The red and blue sequences indicate the 5′- and 3′-termini of linear mRNA, respectively, proposed to produce circRNA. The linker sequence and cyclization of circRNA are shown in the middle portion of each panel. Sanger sequencing data for a reaction involving divergent primers to amplify circRNA reverse-splicing linkages are shown at the bottom. The back-splice point from head-to-tail is indicated by scissors. The flanking sequences of the back-stitching are denoted in blue and red.

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed circRNA-Parental genes

Since circRNAs exhibited a similar or opposite expression pattern to that of the parental protein-encoding genes, GO enrichment and KEGG pathway analysis of the circRNA-Parental genes were performed to explore the putative function of differentially expressed circRNA in lettuce. The Parental genes of 1283 differentially expressed circRNAs were divided into 728 functional terms. These were then divided into three main GO classification categories (biological processes, cell components, and molecule function), containing 379, 127, and 222 function terms, accordingly (Table S3).

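The terms listed for each gene in the gene table were counted over 1265 parental genes and over a background of 19461 genes, which had a mean FPKM of at least 0.5 and at least 1 term. The 36 terms named in the paper were tested with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over these terms. This gave 5 terms with an adjusted p below 0.05, of which 4 were over-represented and 1 was under-represented. The background moved this number most, to 8 terms with all genes that have a term. Protein transport was listed for 24 parental genes (1.90%, against 1.03% of the background, odds ratio 1.97, adjusted p = 0.0262, and 0.103 with a background of genes with a mean FPKM of at least 5). Protein phosphorylation was listed for 62 (odds ratio 1.27, adjusted p = 0.267), regulation of transcription for 75 (odds ratio 0.79, adjusted p = 0.234), defense response for 17 (odds ratio 0.54, adjusted p = 0.0526, and 0.00339 with all genes) and response to abscisic acid for 19 (odds ratio 1.06, unadjusted p = 0.805). Defense response had an odds ratio of 0.64 and an adjusted p of 0.435 with a background of a mean FPKM of at least 5.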

For biological processes, the majority of circRNA-Parental genes were mainly involved in protein phosphorylation (GO: 0006468), regulation of transcription, DNA template (GO: 0006355), protein transport (GO: 0015031), defense response (GO: 0006952), and response to abscisic acid (GO: 0009737). Importantly, response to the light stimulus (GO: 0009416) was also a circRNA-rich term (Figure 4A; Fig. S4A–C). 

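Response to light stimulus was listed for 12 of the parental genes (0.949%) and for 175 genes of the background (0.899%), an odds ratio of 1.06 (Fisher's exact test, p = 0.759 before adjustment).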

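In the cell component class, cytosol was listed for 161 parental genes (12.7%, against 8.95% of the background, odds ratio 1.53, Fisher's exact test, adjusted p = 5.969e-05) and chloroplast envelope for 48 (3.79% against 2.29%, odds ratio 1.76, adjusted p = 0.00545, and 0.136 with a background of a mean FPKM of at least 5). The stroma, the matrix of the chloroplast, was listed for 45 (odds ratio 1.54, adjusted p = 0.0526) and the chloroplast itself for 171 (13.5% against 12.4%, odds ratio 1.11, adjusted p = 0.527). With all genes that have a term as the background, the adjusted p fell to 0.00445 for the stroma and to 0.0358 for the chloroplast. With a background of a mean FPKM of at least 5 it was 0.290 and 0.962, with odds ratios of 1.32 and 0.99. For nucleus, listed for 30.99% of the parental genes, plasma membrane with 189 genes and cytoplasm with 209, the odds ratios were 1.05, 1.11 and 1.16, with adjusted p-values of 0.762, 0.493 and 0.234.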

In the cell component class, in addition to the nucleus (GO: 0005634), plasma membrane (GO: 0005886), cytoplasm (GO: 0005737), and cytosol (GO: 0005829) circRNA-rich terms, we noted chloroplast (GO: 0009507) and chloroplast-related terms [*e.g.*, chloroplast matrix (GO: 0009570) and chloroplast envelope (GO: 0009941)] circRNA-rich terms. This suggests that the important roles of chloroplast-associated genes in the photoreaction in lettuce leaves are particularly sensitive to circRNA-related regulation. 

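Other terms of the photosynthetic apparatus were not over-represented among the parental genes. Chloroplast thylakoid membrane was listed for 23 of them (odds ratio 1.14, Fisher's exact test, p = 0.563), chlorophyll binding for 2 and pigment binding for 1. From the chloroplast-related terms, the paper proposes that chloroplast-associated genes are particularly sensitive to regulation related to circRNAs.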

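In the molecular function class, ATP binding was listed for 132 parental genes (10.4%, against 7.06% of the background, odds ratio 1.59, Fisher's exact test, adjusted p = 6.016e-05). The general term molecular function was listed less often than in the background, for 127 parental genes (10.0% against 15.0%, odds ratio 0.62, adjusted p = 3.963e-06, and 0.189 for parental genes of circRNAs with a read in at least 2 libraries). The odds ratios of protein binding with 128 parental genes, protein serine/threonine kinase activity with 63, metal ion binding with 65 and kinase activity with 52 were 1.10, 1.16, 1.14 and 1.26, with adjusted p-values from 0.344 to 0.601.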

For molecular functions, enriched GO terms included ATP binding (GO: 0005524), molecular function (GO: 0003674), protein binding (GO: 0005515), protein serine/threonine kinase activity (GO: 0004674), metal ion binding (GO: 0046872), and kinase activity (GO: 0016301).

**Figure 4:**
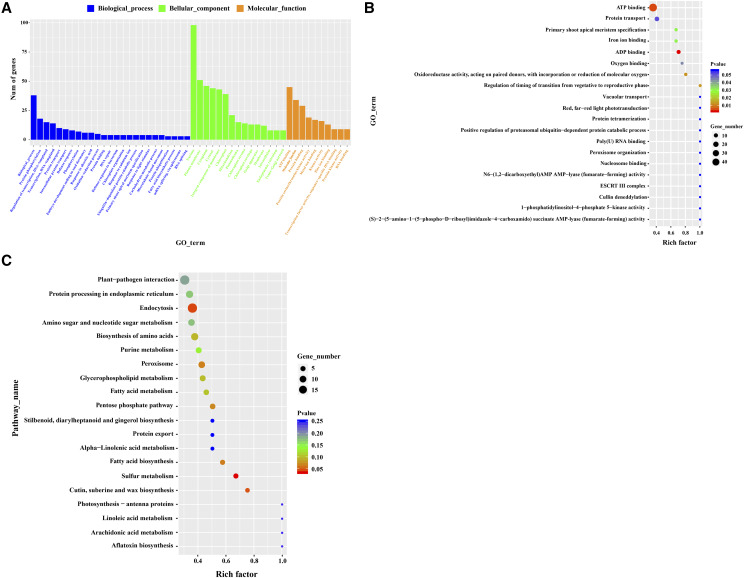
GO and KEGG enrichment analysis of differentially expressed circRNA-parental genes. (A) A histogram of GO enrichment analysis of differentially expressed circRNA-Parental genes. GO terms include biological processes, molecular functions, and cellular components. Abscissa, the GO annotation; ordinate, the number of genes. (B) A scatter plot of the GO enrichment analysis of differentially expressed circRNA-Parental genes. Abscissa, Rich factor. Rich factor indicates the ratio of the number of differential GO genes (S gene number) to the total number of GO genes (B gene number). The larger the Rich factor, the greater the GO enrichment. Ordinate, GO_Term (the GO function comment). In the scatter plot, the dot size represents the number of genes with a significant difference in the S gene number matched to a single GO. The dot color represents the p-value of the enrichment analysis, *i.e.*, the significance of enrichment; *P* ≤ 0.05 represents significant enrichment. (C) Scatter plot of KEGG enrichment analysis of differentially expressed circRNA-Parental genes. Abscissa, Rich factor. Rich factor indicates the ratio of the number of differential KEGG genes (S gene number) to the total number of KEGG genes (B gene number). The larger the Rich factor, the greater the KEGG enrichment. Ordinate, pathway term (the KEGG metabolic pathway). In the scatter plot, the dot size represents the number of genes with a significant difference in S gene number matching a single KEGG. The dot color represents the p-value of the enrichment analysis, *i.e.*, the significance of enrichment; *P* ≤ 0.05 represents significant enrichment.

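Parental genes were more highly expressed than the background, with a median FPKM of 13.5 against 7.47. Against 10000 gene lists matched on mean FPKM, in which ATP binding was listed for 86.6 genes on average, the number among parental genes gave a p of 0.0002, the smallest that these lists can give (permutation test, 0.0036 after adjustment over the terms). For the 17 parental genes of called circRNAs alone, 0 terms had an adjusted p below 0.05, and the smallest unadjusted p was 0.0943 (Fisher's exact test).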

The GO enrichment analysis revealed that although the degree (Rich factor < 0.4) of enrichment of the term ATP binding (GO: 0005524) was not high, the number of genes that match the GO term with significant difference was high, and these genes are exceptionally significantly enriched (p-values ≤ 0.01, T-Test) (Figure 4B; Fig. S4D–F). Interestingly, we observed that the term red, far-red light phototransduction (GO:0009585) was significantly (p-values ≤ 0.05, T-Test) and highly (Rich factor = 1.0) enriched, but the number of genes with significant differences in this term was small. 

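The term was listed for 2 of the parental genes and for 35 genes of the background, an odds ratio of 0.87 (Fisher's exact test, p = 1.0). The direction depended on the set and the background, as the odds ratio was 3.88 for parental genes of circRNAs with a read in at least 2 libraries (Fisher's exact test, p = 0.102) and 1.09 with all genes that have a term as the background (p = 0.708).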

To further understand the biological function of the parental genes of 1283 differentially expressed circRNAs, in which the Parental genes of 734 differentially expressed circRNA were assigned to 86 KEGG pathways (Table S3). 

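For the metabolic pathways, 11 parental genes were listed under fatty acid metabolism, 15 under purine metabolism, 22 under amino sugar and nucleotide sugar metabolism, 6 under sulfur metabolism, 27 under biosynthesis of amino acids, 7 under fatty acid biosynthesis and 10 under the pentose phosphate pathway. Their odds ratios ranged from 0.89 for purine metabolism to 2.10 for fatty acid biosynthesis, which had the smallest p of these pathways (Fisher's exact test, p = 0.0890, adjusted p = 0.267). For the parental genes of circRNAs with a read in at least 2 libraries, they ranged from 1.53 for purine metabolism to 5.48 for sulfur metabolism. Sulfur metabolism, with 4 parental genes, had the smallest p there (Fisher's exact test, p = 0.00792, adjusted p = 0.0571).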

KEGG pathway analysis revealed that the parental genes of circRNAs are mainly involved in the metabolism of certain biomacromolecules, including fatty acid metabolism (ko01212), purine metabolism (ko00230), amino sugar and nucleotide sugar metabolism (ko00520), sulfur metabolism (ko00920), biosynthesis of amino acids (ko01230), fatty acid biosynthesis (ko00061), and pentose phosphate pathway (ko00030) (Figure 4C; Fig. S4G–I). In particular, the circRNA-Parental genes were significantly enriched (p-values ≤ 0.05, T-Test) in the endocytosis (ko04144) pathway and highly enriched (Rich factor = 1.0) in the photosynthesis-antenna proteins (ko00196) and plant hormone signal transduction (ko04075). 

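Endocytosis was listed for 53 parental genes (4.19%, against 3.07% of the background, odds ratio 1.42, Fisher's exact test, p = 0.0225 and adjusted p = 0.101). Photosynthesis-antenna proteins were listed for 1 parental gene and for 24 genes of the background (Fisher's exact test, p = 1.0), and plant hormone signal transduction for 49 parental genes (odds ratio 0.93, p = 0.714). For the parental genes of circRNAs with a read in at least 2 libraries, the odds ratios of these last terms were 2.77 and 1.14 (Fisher's exact test, p = 0.312 and 0.659). The odds ratio of endocytosis was 2.04 in that set (Fisher's exact test, p = 0.00654, adjusted p = 0.0571).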

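Plant-pathogen interaction was listed for 62 parental genes (4.90%) and for 951 genes of the background (4.89%), with an odds ratio of 1.00 (Fisher's exact test, p = 0.946).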

Further, the plant-pathogen interaction pathway (ko04626) contained a large number of genes with significant differences in this pathway. This indicates that many of the parental genes of circRNAs are involved in protein synthesis and processing, photosynthesis, and response to stress.

### Validation of differentially expressed circRNAs and parental genes using reverse-transcription quantitative PCR (RT-qPCR)

To validate the differential expression patterns of circRNAs and the parental genes, we used RT-qPCR with divergent primers to analyze the abundance of 10 verified circRNAs (namely, circRNA277, circRNA784, circRNA99, circRNA216, circRNA228, circRNA24, circRNA184, circRNA203, circRNA213, and circRNA101) in different treatment groups (Table S2). The analysis revealed different expression patterns of these circRNAs in the different treatment groups. 

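In the RNA-Seq libraries, circRNA levels were taken as normalized back-spliced reads, with the mean ± SD of 3 libraries. Of circRNA277, circRNA784, circRNA99, circRNA216, circRNA228, circRNA24, circRNA184, circRNA203, circRNA213 and circRNA101, 4 had a higher and 6 a lower mean in Las_SL than in Las_ML. In Las_WL the mean was higher than in Las_ML for 1 of them, circRNA203, and lower for 9. circRNA213, a circRNA of 4 exons of the pentatricopeptide repeat gene LOC111877918, was the most abundant of the 10 with 64.7 ± 18.6 in Las_SL, 74.7 ± 2.85 in Las_ML and 69.9 ± 49.3 in Las_WL, differences smaller than the spread between replicates. circRNA784 had 15.2 ± 1.62 in Las_ML and 2.03 ± 3.52 in Las_WL. circRNA277 of the palmitoyltransferase gene LOC111895324 had 8.79 ± 4.87, 10.8 ± 4.72 and 3.03 ± 1.48 in Las_SL, Las_ML and Las_WL, respectively. circRNA228 of LOC111880154, a vacuolar protein sorting gene, had 5.07 ± 2.60, 11.7 ± 4.69 and 9.21 ± 0.539. Every Las_WL library lay below every Las_ML library for circRNA277, circRNA784, circRNA216, circRNA24 and circRNA101 (exact permutation test, p = 0.1, the smallest possible with 3 against 3), and Las_SL and Las_ML were separated in this way for circRNA784 only.

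**Figure D3:**
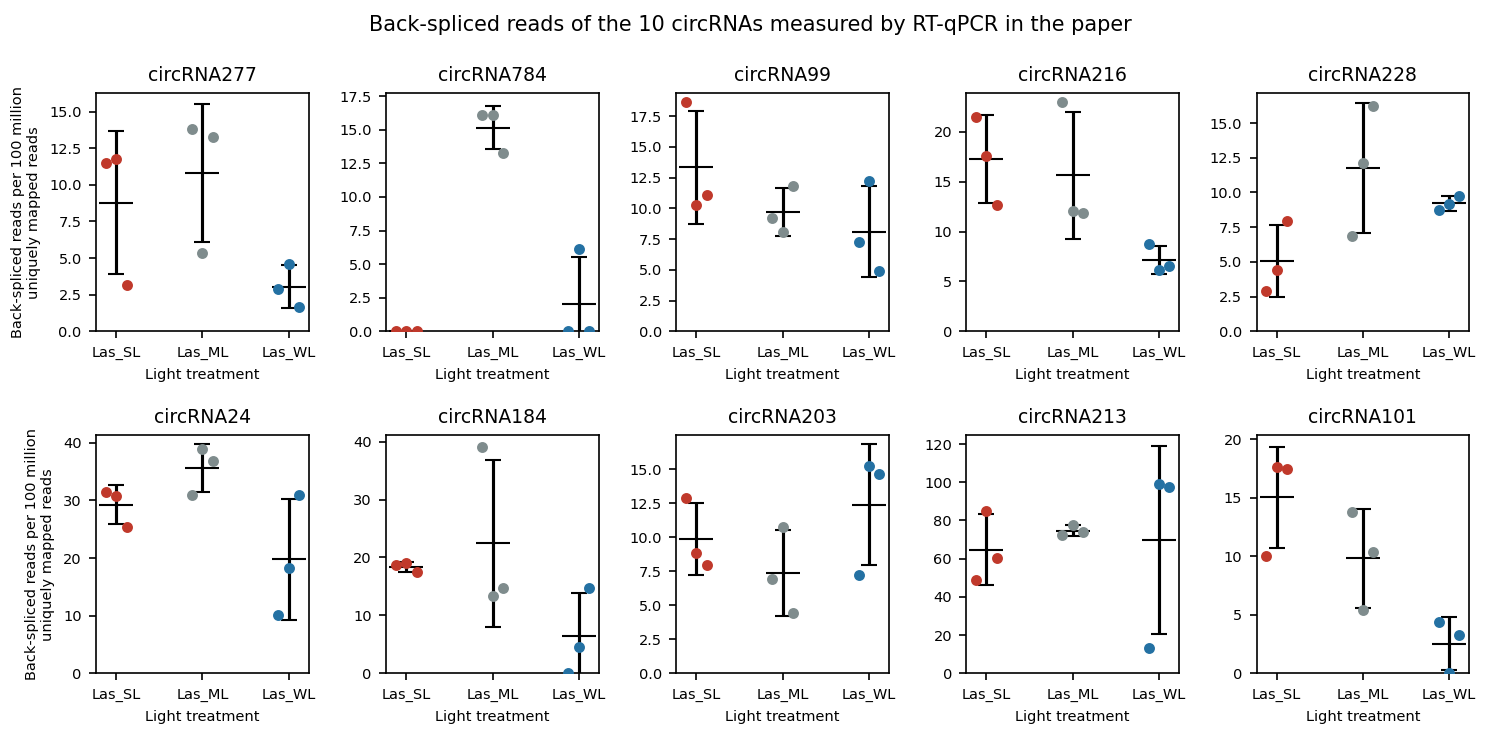
Normalized back-spliced reads, per 100000000 uniquely mapped reads (y axis), of the 10 circRNAs in Las_SL, Las_ML and Las_WL (x axis), with a point for each library and the mean ± SD of 3 libraries. circRNA784 has no read in Las_SL and a mean of 15.2 in Las_ML.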

The RT-qPCR expression values of the selected circRNAs were consistent FPKM values calculated based on RNA-Seq, indicating that the RNA-Seq data were reliable (Figure 5A). We then used RT-qPCR to evaluate the expression of the corresponding parental genes of the selected circRNAs. The expression of six genes (the parental genes of circRNA277, circRNA784, circRNA228, circRNA24, circRNA203, and circRNA213) inversely correlated with the circRNA levels (Figure 5B). In addition, the expression of some parental genes was positively correlated with that of the corresponding circRNA. Hence, the relationship between circRNA abundance and the parental gene expression is not always straightforward, resulting in an important regulatory potential at the post-transcriptional level.

**Figure 5:**
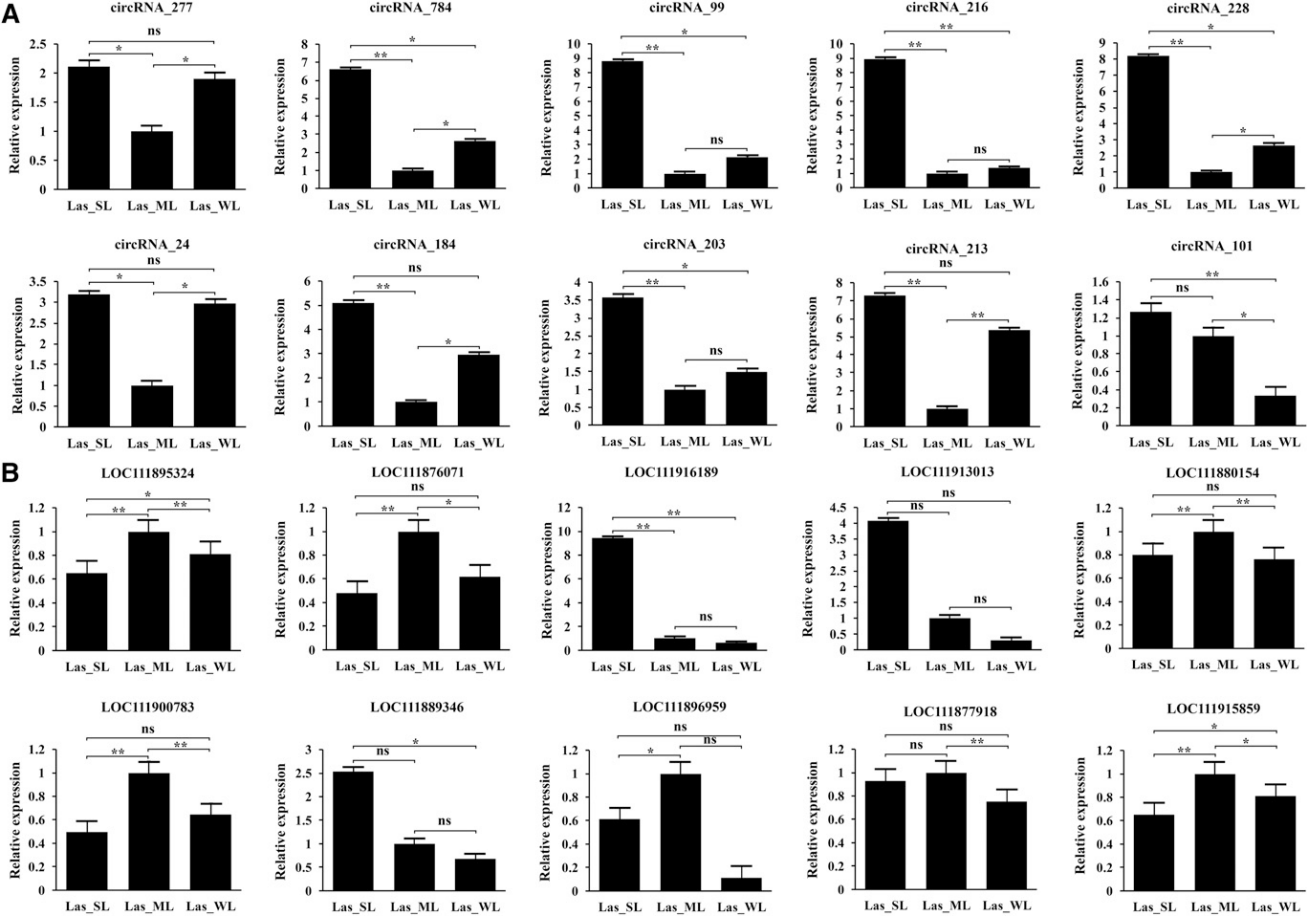
Expression of circRNAs and the parental genes in different treatment groups. (A) Differential expression of 10 validated circRNAs in the three treatment groups, as determined by RT-qPCR. (B) Differential expression of the parental genes of 10 verified circRNAs in the three treatment groups, as determined by RT-qPCR. In (A) and (B), the relative expression levels are shown on the y-axis. Values were represented as the mean ± SD. Error bars represent the standard deviations of three biological replicates. Diferences between the Las_SL *vs.* Las_ML, Las_ML *vs.* Las_WL and Las_SL *vs.* Las_WL were tested with a two-tailed *t*-test. *p-value ≤ 0.05, significant differences, **p-value ≤ 0.01, extremely significant differences. The positional relationship of the circRNA in (A) and its parental gene in (B) is corresponding.

### Light-responsive circRNA–miRNA–mRNA co-expression network

To investigate whether circRNAs could target miRNAs and further influence the post-transcriptional regulation of gene expression in lettuce, the potential interactions between circRNA, miRNA, and mRNA were analyzed. We used Targetscans (v7.0) (Lewis *et al.* 2005), miRanda (Enright *et al.* 2003), and CircNet (Liu *et al.* 2016) determined potential interactions between 38 circRNA, 36 miRNAs, and 457 mRNAs, with the interacting circRNAs and mRNAs containing at least one predicted binding site for miRNA (Table S4). Considering the interactions between lettuce circRNAs and mRNAs, and certain conserved and newly identified miRNAs, the entire circRNA–miRNA–mRNA interaction network was reconstructed using Cytoscape (Figure 6A). The network contains 581 edges and 588 nodes, with multiple circRNAs (or miRNAs) predicted to interact with more than one miRNA (or circRNA). For example, we predicted that 12 circRNAs could target PC-3p-182575_51; three circRNAs could target PC-5p-214232_41 and PC-5p-284874_27; and other three circRNAs could target PC-5p-251306_33 and PC- 3p-40523_253. At the same time, four miRNAs are expected to bind to circRNA1992, while three miRNAs could be targeted by circRNA1986 (Figure 6A). In addition, six light-responsive circRNAs were analyzed, with respect to their interactions with 104 mRNAs and four miRNAs, to illustrate their potential linkages in response to light stress (Figure 6B). 

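Of the 6 circRNAs in Figure 6B, circRNA623, circRNA316 and circRNA402 are listed in the circRNA table, and circRNA1965, circRNA2078 and circRNA2100 were not analysed here. circRNA623 comes from 2 exons of LOC111889089, a G-patch domain protein gene, on scaffold NW_019681304.1 from 724924 to 725347, and had 1 read, in Las_SL replicate 3. circRNA316 comes from 2 exons of LOC111881550, an RNA-binding CRM domain protein gene, on scaffold NW_019679593.1 from 2303829 to 2304329, and had 1 read, in Las_SL replicate 2. circRNA402 comes from 3 exons of LOC111905253, a kinase family gene with ARM repeats, on scaffold NW_019674381.1 from 81911 to 82595, with 1 read in Las_SL replicate 2 and 4 and 2 reads in Las_ML replicates 1 and 2. No difference between the treatment groups was detectable for these circRNAs at this depth.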

Functional annotations of the six circRNAs parent genes are mainly related to leaf development (GO:0048366), response to light stimulus (GO:0009416), chloroplast thylakoid membrane (GO:0009535), photosynthesis, light harvesting in photosystem I (GO:0009768), chloroplast envelope (GO: 0009941), chlorophyll binding (GO: 0016168), and pigment binding (GO: 0031409). Well-known miRNAs, such as cca-miR156b and cca-miR396a-5p, are also targeted by specific circRNAs in lettuce during the light response. Some of these circRNAs or miRNAs could play a key role in the circRNA–miRNA–mRNA interaction network.

**Figure 6:**
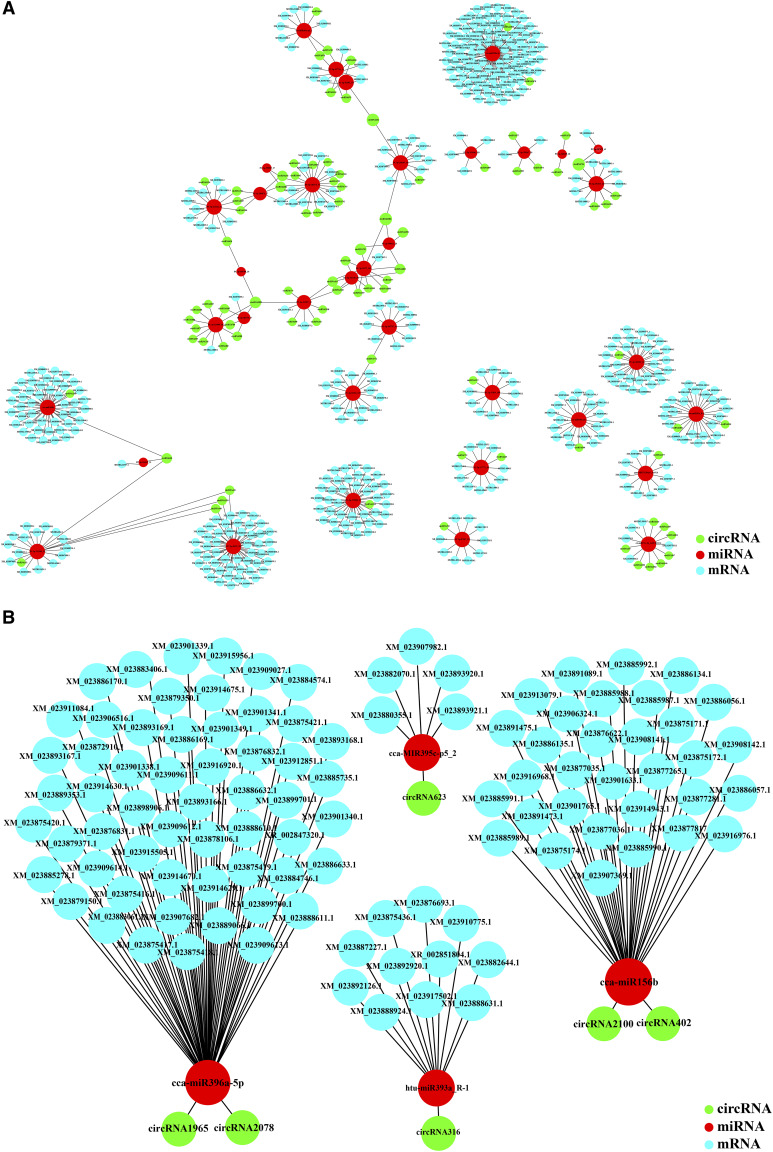
Potential interaction network of circRNA, mRNA, and miRNA in lettuce. The co-expression network is based on the interaction between circRNA–miRNA and miRNA–mRNA. (A) All identified potential circRNA–miRNA–mRNA co-expression networks. The green nodes represent circRNAs; the red nodes represent miRNAs; and the blue nodes represent mRNAs. (B) Potential light-responsive circRNA–miRNA–mRNA co-expression network.

## Discussion

To investigate the expression pattern and potential regulation of circRNA in lettuce under different light intensity treatment, we characterized the genome-wide circRNA of lettuce leaves by RNA-Seq. The presence and number of 1650 circRNA candidates were determined, and 10 differentially expressed circRNAs were validated using PCR method. Six of the validated circRNAs inversely correlated with parental gene expression levels, and these exceptions may be directly related to the mRNA abundance of the parental genes (Zhang *et al.* 2016b). The circRNA–miRNA–mRNA network indicates some key nodes, and multiple circRNAs can interact with a single miRNA, and vice versa. In addition, we found circRNAs are significantly enriched in chloroplasts-related GO terms and photosynthesis / response to light stimulation related KEGG pathways, suggesting that these circRNAs may participate in the regulation of their parental genes or interacted with mRNAs through co-expression network during leaf development or specific metabolites biosynthesis in lettuce.

Recent studies demonstrated that circRNAs are present in plants and play a role in plant responses to environmental stress (Ye *et al.* 2015; Zuo *et al.* 2016; Wang *et al.* 2017c; Liu *et al.* 2016). CircRNA is a unique type of RNA produced by a nonlinear reverse-splicing event between a downstream splice donor and an upstream splice acceptor. Recently, with the development of circRNA sequencing technology, a large number of circRNAs have been identified in plants and animals. These molecules respond to dehydration stress, nutrient elements, low and high temperature, and phosphate imbalance (Ye *et al.* 2015; Darbani *et al.* 2016; Wang *et al.* 2017c; Pan *et al.* 2018). The discovery of these widely expressed and highly conserved circRNAs increases the potential impact of ncRNA on cell function (Errichelli *et al.* 2017). Compared to animals, the biogenesis, regulation, and function of circRNA in plants are still relatively unclear (Zhou *et al.* 2017). Lettuce is an important horticultural crop that is highly sensitive to light intensity. To the best of our knowledge, to date, no studies have been published on the role of circRNA in light stress in lettuce.

In the current study, we conducted a genome-wide identification and characterization of the potential regulation of circRNA expression during light stress in lettuce. We detected 1650 circRNAs (Table 1; Table S1). Consistent with previous studies, these circRNAs were process-specific, with 484, 537, and 334 circRNAs specifically present in Lsa_SL, Lsa_ML, and Lsa_WL treatment groups, respectively. The number of circRNAs identified in lettuce was significantly lower than that identified in *Arabidopsis* (5861) (Chen *et al.* 2017), soybean (5372) (Zhao *et al.* 2017), maize (3715) (Tang *et al.* 2018), and rice (2354) (Lu *et al.* 2015), but higher than that in the tomato (854) (Zuo *et al.* 2016) and wheat (88) (Wang *et al.* 2017c). The differences reflect the different species used, study design (*e.g.*, experimental strategies or bioinformatics methods), tissues analyzed (*e.g.*, the leaf, root, fruit, stem, and shoot), and circRNA prediction tools used (*e.g.*, CIRI2, fnd_circ, and CIRCexplorer) (Yin *et al.* 2017).

Further, we used PCR with divergent primers to validate reverse-splicing of 10 circRNAs (Figure 3D, Table S2), confirming the reliability of the circRNA-seq data. We observed two non-specific amplification products of circRNA277 and circRNA99, verified by cDNA analysis after treatment with Rnase R. There are two possible explanations for this observation. First, PCR primers and reaction conditions may not have been applicable to the detection of all circRNAs. Second, detailed analysis of the detected circRNAs revealed that some Parental genes may produce more than one circRNA (by alternative splicing), consistent with previous reports for other plant species (Ye *et al.* 2015; Lu *et al.* 2015; Dong *et al.* 2016). Nevertheless, collectively, these observations indicate that high-throughput sequencing can be used for efficient and accurate identification of circRNA in lettuce. The circRNAs analysis in the current study suggests that circRNAs may form one of the smaller RNA families involved in the transcription in lettuce; however, they do expand the potential role of ncRNA in the complexity of cellular functions and regulatory processes in lettuce.

The response of plants to light stress is a very complex process involving many light-inducible genes and signal transduction pathways. In the current study, we explored the involvement of circRNAs in light response in lettuce. We found that 347 circRNAs were significantly differentially expressed under different light conditions (Figure 2B, G, I, K), that may be because the level of circRNAs varies with the specific treatment, *i.e.*, is process-specific circRNAs. RT-qPCR data for the selected circRNAs were consistent with the RNA-Seq data in that 9 out of 10 circRNAs were up-regulated in Lsa_SL and Lsa_WL samples, and down-regulated in Lsa_ML samples. This indicates that most circRNAs respond to light stress by up-regulation compared with their abundance upon exposure to normal light intensity. In *Arabidopsis*, heat stress induces increase of circRNAs numbers compared with the control conditions (Pan *et al.* 2018). In addition, circRNAs play different roles in plant biology, including negative regulation of parental genes (Lu *et al.* 2015; Zhao *et al.* 2017; Liu *et al.* 2017). The level of expression six Parental genes (circRNA277, circRNA784, circRNA228, circRNA24, circRNA203, and circRNA213 parental genes) was negatively correlated with the abundance of the corresponding circRNAs. As determined in the current study, during the growth and development of lettuce under different light intensity treatment, negative regulation of parental gene by circRNA is rare, indicating the possibility of competing regulation (Zhang *et al.* 2016b). The biological function of circRNAs may be consistent with the known function of the linear transcription of the parental gene (Ye *et al.* 2015; Lu *et al.* 2015). GO enrichment analysis of these differentially expressed parental genes indicated that the associated response to light stress, including GO terms, such as the response to stimulus [defense response (GO: 0006952) and response to light stimulus (GO: 0009416)], energy generation and conversion [ATP binding (GO: 0005524)], and ion transport [metal ion binding (GO: 0046872)] were specifically enriched (Figure 4; Table S3). In particular, chloroplast (GO: 0009507) and chloroplast-related terms [such as chloroplast matrix (GO: 0009570) and chloroplast envelope (GO: 0009941)], and plant hormone signal transduction (ko04075) may indicate an active regulatory role in lettuce photosynthesis. However, many metabolic pathways were also enriched, and the parental genes of circRNAs were mainly related to the metabolism of biomacromolecules. These circRNAs may be involved in the degradation of nutrients produced during the growth of lettuce leaf and redistributed to other parts of the plant. In addition, the parental genes of circRNA703 (LOC111884655) and circRNA96 (LOC111890907) may play important regulatory roles in the red, far-red light phototransduction (GO:0009585) pathway. Therefore, we believe that these circRNAs may compete with their parental genes and regulate the expression of their parental genes, which are valuable components of lettuce response to light stress.

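circRNA703 comes from 3 exons of LOC111884655 on scaffold NW_019680340.1 from 62220 to 63340 and had 2 reads, 1 in Las_ML replicate 1 and 1 in Las_WL replicate 2. circRNA96 comes from 2 exons of LOC111890907 on scaffold NW_019681808.1 from 1391471 to 1391812 and had 4 reads, 1 each in Las_SL replicate 1, Las_ML replicates 1 and 2 and Las_WL replicate 2. The FPKM of LOC111884655 was 6.90 ± 0.760 in Las_SL (SD, n = 3), 6.49 ± 1.25 in Las_ML and 4.91 ± 2.87 in Las_WL, and that of LOC111890907 was 32.8 ± 2.43, 34.2 ± 3.71 and 29.9 ± 14.5, differences within the spread between replicates. A difference of the circRNAs between the treatment groups was not detectable at this depth.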

Since circRNA can act as a sponge for miRNA, we analyzed mRNAs that share the same miRNAs as circRNAs to explore the function of circRNAs in the light response in lettuce (Figure 6; Table S4). In the circRNA–miRNA–mRNA co-expression network analysis, multiple circRNAs (or miRNAs) are predicted to interact with more than one miRNA (or circRNA). We were particularly interested in the networks of cca-miR156b and cca-miR396a-5p. These two miRNAs are involved in regulating plant growth, development, and stress (Wei *et al.* 2010; Cui *et al.* 2014; Chen *et al.* 2015). Under stress conditions, miR156 is induced to maintain the plant in the juvenile state for a relatively long period of time, whereas under permissive conditions, miR156 is suppressed to accelerate the developmental transition (Cui *et al.* 2014). In addition, Wei *et al.* (Wei *et al.* 2010) increased carotenoid levels in transgenic *Brassica napus* seeds overexpressing *Arabidopsis* miR156b. miR396s are a family of conserved microRNAs in plants that target the growth regulator family. miR396s interact with growth regulators to regulate plant growth, development, and stress tolerance. Chen *et al.* (2015) investigated the function of tomato miR396a-5p (Sp-miR396a-5p) in the response of Solanaceae to abiotic and biotic stresses, and found that the expression of Sp-miR396a-5p was down-regulated during pathogen-associated biotic stress. Functional annotation of light-responsive circRNAs revealed they are related cca-miR156b and cca-miR396a-5p, *e.g.*, leaf development (GO:0048366), response to light stimulus (GO:0009416), and photosynthesis, light harvesting in photosystem I (GO:0009768). These biological processes are related to the photoreaction process, further suggesting that circRNAs may exert potential regulatory effects on the photosynthetic growth stage in lettuce. In particular, chloroplast envelope (GO: 0009941), chlorophyll binding (GO:0016168), and pigment binding (GO:0031409) processes are involved in chlorophyll metabolism and promote plant growth. Collectively, the findings of the current study suggest that circRNAs play a role in the photosynthetic growth phase in lettuce by mediating chlorophyll metabolism and hormonal signaling pathways. However, given the current limitations of circRNA as a function of miRNA sponge in plants, we have only hypothesized the potential role while attempting to quantify their relative existence. Further exploration of the function of specific light-responsive circRNAs may have important constructive implications.

## Conclusion

We here identified 1650 circRNAs in the lettuce leaves exposed to light of different intensities, including 1508 (86.40%) exon circRNAs, and revealed differential circRNA accumulation during photoreaction. In addition, the expression of circRNA involved in the light response process was negatively correlated with the expression of the Parental genes, to certain extent. GO enrichment and KEGG pathway analysis of the parental genes with differentially expressed circRNAs indicated that response to light stimulus (GO:0009416), plant-pathogen interaction (ko04626), and plant hormone signal transduction (ko04075) may play an active regulatory role in lettuce light stress. Further, analysis of the circRNA–miRNA–mRNA network suggested that circRNA may be involved in chlorophyll metabolism and plant hormone signaling transduction process. These observations indicate that circRNAs may be important post-transcriptional regulators in the photoresponsive growth phase of lettuce leaf. This study further lays a theoretical foundation for exploring the regulation mechanism of specific light-responsive circRNA.

How the deposited data were processed for this re-analysis (not part of the article)

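Total RNA of leaves of 24-d-old lettuce grown at 3 light intensities was sequenced in 9 libraries, 3 per treatment group. Las_SL, Las_ML and Las_WL were taken as the groups at 340, 175 and 60 µmol per square metre per second, as the methods and the figure legends give them. All 9 libraries were mapped to their group and replicate by the names of the columns and samples.

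The authors trimmed the reads with Cutadapt, checked them with FastQC, mapped them with Bowtie2 and TopHat2 to Lsat_Salinas_v7, mapped the remaining reads with TopHat-Fusion and called circRNAs with CIRCexplorer and CIRCexplorer2, whose versions the paper's text does not name. Their circRNA table gives the count of back-spliced reads of each circRNA in each library, deposited without normalization, and the sums of these counts are the depth behind every circRNA value. The authors also deposited an SRPBM signal, which divides each count by a number proportional to the candidate back-spliced junction reads of the library. It was used only to find this divisor. The FPKM values of genes were computed by the authors, and the paper names edgeR for that step. No gene counts were used here. Other columns hold the scaffold, start, end and exon number of each circRNA, as the authors deposited them. No reference genome of this build was used here.

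Back-spliced read counts were tested with edgeR 4.0.16 (quasi-likelihood test) in R 4.3.3, with the uniquely mapped reads of Table 1 as library size and a fit over all 9 libraries without a block. circRNAs with a read in at least 2 libraries were tested (347 of 1650), and a circRNA was called at an unadjusted p of 0.05 or less and an absolute log2 fold change of at least 1, the thresholds of the paper. Benjamini-Hochberg adjusted values were computed for each comparison. Where all libraries of a group had at most 3 reads, a lower bound of the fold change was computed against 3 reads, and with both groups at or under 3 reads no fold change was given. This bound takes the mean of the higher group as observed, without its counting error, and is not a confidence limit. Genes were tested with limma 3.58.1 (trend) on log2(FPKM + 1) over the 26145 of 35342 genes with a mean FPKM of at least 0.5, and called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Of the genes, 3804 have no name in the table, and 1649 circRNAs could be joined to the gene table through their transcript or gene name. Rates and numbers per library were compared with exact permutation tests, two-sided, and terms with Fisher's exact test and Benjamini-Hochberg adjustment over 36 terms. Gene lists and re-pairings were drawn 10000 times. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

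The tests were tested on simulated data. With 200 of 347 circRNAs changed 4-fold, edgeR recovered 17% at the depth of the libraries, and 89.5% with 100 times as many reads, while 1.44% and 6.12% of the unchanged circRNAs were called. With 200 of 26145 genes changed 4-fold, limma recovered 69.5%. These simulations were written after the first results had been computed. The depth of 398 to 1036 back-spliced reads per library limits all statements about single circRNAs, and 3 libraries per group limit exact tests of 2 groups to p-values of 0.1 or more.

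The alternatives were TMM factors on the back-spliced read totals, DESeq2 1.42.0 with its own size factors, and no filter or at least 10 reads. Others were a block for the replicate number, the fold change alone, only the libraries of the comparison, and each library left out in turn. For genes the alternatives were a pseudocount of 0.1, no filter or a mean FPKM of at least 5, quantile normalization and the paper's unadjusted threshold. Other backgrounds were used for the terms, and other detection rules for the number of circRNAs. Chosen after the data were seen were library sizes from candidate junction reads or from back-spliced reads without the most abundant circRNA, FPKM rescaled without the 10 most abundant genes, the number of circRNAs at equal reads, and each library left out for the number detected per library. All other alternatives and the main settings were set before the data were examined.

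The circRNAs and genes named in the text are those the paper names, the 5 circRNAs with the most reads, the 3 called circRNAs with the smallest p per comparison, the 3 genes with the largest change per comparison among those called with groups that do not overlap, and the parental gene with the most circRNAs. Of 26 circRNAs under this rule 21 were analysed, and circRNA1992, circRNA1986, circRNA1965, circRNA2078 and circRNA2100 were not analysed here. LOC111896900, named for its number of circRNAs, and LOC111916510 were chosen after their values were seen. Lists were made of 22 light-harvesting genes, 37 histone genes and 15 DNA replication and mitosis genes. The RT-qPCR values, the PCR products and the miRNA network were not analysed here.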

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

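The results flagged in this part, and the choice of tests to set against explanations of them, were decided after the results had been seen. The limma test and its alternatives had been set before the data were examined, except for the rescaling without the most abundant genes. The results belong to genes that the paper does not discuss.

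In the Las_SL vs. Las_WL comparison, 767 of 26145 genes were called (limma, adjusted p below 0.05), 715 up-regulated and 52 down-regulated. Of these, 738 are not parental genes of a circRNA, 687 of them up-regulated and 51 down-regulated, and the paper reports on parental genes only. Over all genes tested, called or not, the 3 Las_SL libraries did not overlap the 3 Las_WL libraries for 30.1%, against 10% by chance, although genes are not independent of each other. A few genes taking most of the FPKM do not explain the excess of up-regulated genes, since 92% of the 324 calls were up-regulated after rescaling without the 10 most abundant genes. The authors' scaling of the libraries stays open as a technical explanation. The median log2 fold change of all genes was 0.18, quantile normalization brought it to -0.01, and under it 6 genes were called. The number also rested on single libraries, with 0 calls without Las_SL replicate 3 (4966 genes at an unadjusted p below 0.05), 8 without Las_SL replicate 2, 244 without Las_SL replicate 1, 6 without Las_ML replicate 2 or without Las_ML replicate 3, 377 without Las_ML replicate 1 and 11 without Las_WL replicate 2. Without Las_WL replicate 1, 1084 genes were called, 632 of them shared with the 767. Without Las_WL replicate 3, 960 were called. The number fell to 0 with a replicate block (6325 genes at an unadjusted p below 0.05). It fell to 1 with only the libraries of the comparison (5241 genes at an unadjusted p below 0.05). Of the 10 divisions of the 6 libraries into 3 and 3, the treatment groups alone (1 of 10) gave as many calls, and since 10 divisions cannot give a smaller share, chance cannot be told apart from light intensity by this count. The efficiency of RNase R digestion, which could also shift FPKM values, was not tested. An effect of light intensity stays open.

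A gene that the table lists by an identifier of the transcript assembly, without a name or description, had an FPKM of 11.6, 13.3 and 12.7 in Las_SL (12.5 ± 0.852, SD, n = 3), 0.176, 0.387 and 1.27 in Las_ML and 0.369, 0.392 and 0.415 in Las_WL. It was the 1 gene called in the Las_SL vs. Las_ML comparison, with a log2 fold change of 3.13 on the log2(FPKM + 1) scale (standard error 0.23, limma adjusted p = 0.0193), and the log2 fold change for Las_SL vs. Las_WL was 3.28 (limma adjusted p = 0.00664). All 3 Las_SL libraries lay above the other 6. The authors' scaling does not explain it, as the log2 fold change against Las_ML was 3.10 under quantile normalization. It stayed between 2.93 and 4.47 over the 15 alternatives in which the gene was tested, and it was called in 6 of them, with adjusted p-values from 0.00276 to 0.182 (limma). It was not called without Las_SL replicate 1 (0.0612), Las_SL replicate 2 (0.0715), Las_SL replicate 3 (0.117), Las_ML replicate 2 (0.0593), Las_WL replicate 2 (0.106) or Las_WL replicate 3 (0.0523), nor with a pseudocount of 0.1 (0.182), a replicate block (0.154) or only the libraries of the comparison (0.154). Whether its reads are shared with a copy of the gene was not tested. A response of this gene to high light intensity stays open as a hypothesis.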

How the results depend on the processing

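For the circRNAs called in a comparison (8, 11 and 13 in Las_SL vs. Las_ML, Las_WL vs. Las_ML and Las_SL vs. Las_WL, 19 in any), the cause of the changes below was not tested, unless it is named. With DESeq2 there were 2, 4 and 3 calls, 6 in any comparison, with 0 up-regulated and 2 down-regulated, 0 and 4, and 3 and 0, respectively. DESeq2 gave 1 circRNA in the 3-group test (11 with edgeR), and 0 with an adjusted p below 0.05 in any comparison or in the 3-group test. The fold change alone, which drops the threshold on p, gave 172, 217 and 217 calls and 296 in any comparison. With at least 10 reads over the libraries, where 72 circRNAs were tested, Las_SL vs. Las_ML gave 4 calls, and 3 circRNAs had an adjusted p below 0.05 in any comparison, against 1. With only the libraries of the comparison in the fit, Las_SL vs. Las_WL gave 8 calls. With TMM factors, 3 circRNAs were up-regulated and 7 down-regulated in Las_SL vs. Las_ML, against 5 and 3. With the candidate junction reads as library size the split in this comparison was 3 and 3. With back-spliced reads without circRNA132 as library size it was 4 and 5. In Las_WL vs. Las_ML and Las_SL vs. Las_WL, TMM factors gave 1 up-regulated and 11 down-regulated, and 9 and 2, as against 1 and 10, and 11 and 2. Back-spliced reads without circRNA132 gave 6 and 6, and 5 and 6, but this library size is the sum of reads of the circRNAs compared, which centres them on no change whatever the treatment. TMM factors and the size factors of DESeq2 also came from the back-spliced reads, so these alternatives changed the library size too.

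Across the 9 fits that each left out a library, Las_SL vs. Las_ML gave 4 to 10 called circRNAs, Las_WL vs. Las_ML 4 to 13, Las_SL vs. Las_WL 7 to 11 and any comparison 13 to 23, with 0 to 3 at an adjusted p below 0.05 (0 without Las_SL replicate 3, 3 without Las_ML replicate 2, and 2 without Las_WL replicate 1 or 3). The 3-group test gave 7 to 11, and 0 to 2 after adjustment. The lowest numbers were 4 without Las_SL replicate 1, Las_ML replicate 2 or Las_ML replicate 3 for Las_SL vs. Las_ML, 4 without Las_ML replicate 1 for Las_WL vs. Las_ML, and 7 without Las_SL replicate 2 for Las_SL vs. Las_WL. In Las_SL vs. Las_ML the split ranged from 1 up-regulated and 3 down-regulated without Las_ML replicate 2 to 6 and 3 without Las_SL replicate 3. In Las_WL vs. Las_ML there were 4 up-regulated and 9 down-regulated without Las_WL replicate 1, 4 and 8 without Las_WL replicate 2, 1 and 3 without Las_ML replicate 1 and 2 and 9 without Las_SL replicate 1. In Las_SL vs. Las_WL there were 6 and 3 without Las_WL replicate 1, and 7 and 0 and 9 and 0 without Las_SL replicates 2 and 3.

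The numbers of called genes were 1, 0 and 767 in the same order of comparisons, and 11 in the 3-group test. For the 0 calls in Las_WL vs. Las_ML there were 3604 genes at an unadjusted p below 0.05. With the paper's unadjusted threshold 373, 594 and 1640 genes were called. Quantile normalization gave 1, 2 and 6 and 7 in the 3-group test. A pseudocount of 0.1 gave 0 (1233 at an unadjusted p below 0.05), 2 and 950 and 23 in the 3-group test, no filter gave 2, 1 and 598, and a mean FPKM of at least 5 gave 0 (638 at an unadjusted p below 0.05), 2 and 567 and 58 in the 3-group test. With only the libraries of the comparison, 0, 0 and 1 genes were called, with 2787, 2539 and 5241 at an unadjusted p below 0.05. Rescaling without the 10 most abundant genes gave 324 in Las_SL vs. Las_WL. Leaving out each library in turn gave 0 to 11, 0 to 80 and 0 to 1084 genes, and 0 to 1602 in the 3-group test. The highest number in Las_WL vs. Las_ML (80), in Las_SL vs. Las_WL (1084) and in the 3-group test (1602) were those without Las_WL replicate 1, and the 11 genes in Las_SL vs. Las_ML were those without Las_ML replicate 1.

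Replicates share numbers across the groups, but libraries of the same number did not deviate together, with correlations of their deviations from the group means from -0.519 to 0.561. With a replicate block, 5, 9 and 8 circRNAs were called, 2 had an adjusted p below 0.05 in any comparison, and 0, 0 and 0 genes were called, 0 in the 3-group test, with 1417, 3107 and 6325 genes at an unadjusted p below 0.05 in the 3 comparisons.

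The share of parental genes changing in the same direction as their circRNA (62.5%, against 59.6% after re-pairing) was 53.95% over all circRNAs tested, past the threshold. It was 56% with at least 10 reads, below the 67.9% after re-pairing. Without single libraries it ranged from 48.28% to 73.91%, the latter without Las_SL replicate 1 and past the threshold (permutation test, p = 0.0282). It was below the re-paired share without Las_SL replicate 3 (62.07%), Las_ML replicate 1 (50%), Las_WL replicate 1 (48.28%) and Las_WL replicate 3 (53.33%). Re-pairing treated the comparisons, which share libraries, as independent, so values past the threshold may owe this to p-values that are too small. The number of circRNAs of the 10 studied with a negative correlation to their parental gene was 4, and 3 to 5 with each library left out.

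The number of terms with an adjusted p below 0.05 (5) was 8 with all genes as background, 3 with a mean FPKM of at least 5 and 3 for parental genes of circRNAs with a read in at least 2 libraries. Protein transport and chloroplast envelope had adjusted p-values of 0.103 and 0.136 with a mean FPKM of at least 5. For parental genes of circRNAs with a read in at least 2 libraries, chloroplast envelope and molecular function had 0.123 and 0.189 (Fisher's exact test). The 1355 group-specific circRNAs became 52 with a read in at least 2 libraries of the group and 396 with at least 2 reads in a library, and 1185 to 1276 with each library left out, in part because fewer reads were counted. The ratio of circRNAs detected per library in Las_SL vs. Las_ML (0.927) turned to 1.071 with at least 2 reads, to 1.061 per uniquely mapped read and to 1.022 without Las_ML replicate 1, within 0.857 to 1.022 over the fits that each left out a library. Over these fits Las_WL vs. Las_ML (0.651) ranged from 0.584 to 0.718 and Las_SL vs. Las_WL (1.423) from 1.335 to 1.586. They were 0.786 and 1.362 with at least 2 reads, where Las_WL and Las_ML overlapped (exact permutation test, p = 0.2). They were 0.767 and 1.385 per uniquely mapped read, and 0.942 and 1.051 at equal reads, where the groups overlapped. The share of exonic circRNAs moved to 98.27% with a read in at least 2 libraries and to 93.73% with at least 2 reads, and the share with 1 to 4 exons to 91.93% and 90.84%.

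For the light-harvesting genes, the medians of -0.2649, 0.0811 and -0.3917 passed the threshold under camera and not under fry. The median for Las_WL vs. Las_ML was 0.032 under quantile normalization and no longer past the threshold. With each library left out the medians ranged from -0.4042 to -0.1377, from -0.1151 to 0.419 and from -0.7421 to -0.1495. The direction of Las_WL vs. Las_ML turned without Las_ML replicate 1 (-0.114), Las_ML replicate 3 (-0.017), Las_WL replicate 2 (-0.1151) and Las_WL replicate 3 (-0.1103). Of the values of single circRNAs and genes under the alternatives, 167 kept their direction and their side of the threshold and 49 kept only their direction. The number of back-spliced reads limits the circRNA results, since 17% of simulated 4-fold changes were recovered at this depth.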

Differences from the paper's values

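The paper gives 347 differentially expressed circRNAs, and 19 were called here in any comparison. Of the alternatives set before the data were examined, the fold change alone, without a threshold on p, gave 296, which is within 1.5 times the paper's value, and none of the others did. The number of circRNAs with a read in at least 2 of the 9 libraries, before any test, is 347. The paper's numbers of treatment-specific circRNAs among its 347, and its 119 shared ones, were also found among these circRNAs. For Las_SL vs. Las_ML the paper gives 124 and 8 were called here, and the fold change alone gave 172, within 1.5 times, while the other alternatives did not close the gap. For Las_WL vs. Las_ML the paper gives 103 against 11 here, and for Las_SL vs. Las_WL it gives 110 against 13 here. No alternative came within 1.5 times of these values, as the fold change alone gave 217 in both. The paper gives 7 circRNAs that differ in all comparisons, and 1 was found here. This number was not computed under the alternatives.

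In Las_WL vs. Las_ML the paper states a smaller excess of down-regulated circRNAs than the 1 up-regulated and 10 down-regulated found here. In Las_SL vs. Las_WL it states a smaller excess of up-regulated circRNAs than the 11 up-regulated and 2 down-regulated found here. The fold change alone gave 65 and 152 in the former and 152 and 65 in the latter, closer to the paper's statement. So were 4 and 9 without Las_WL replicate 1, 4 and 8 without Las_WL replicate 2, 1 and 3 without Las_ML replicate 1 and 2 and 9 without Las_SL replicate 1 in the former, and 6 and 3 without Las_WL replicate 1 in the latter. The paper states that nearly all of the 10 circRNAs were higher in Las_SL and Las_WL than in Las_ML, in RT-qPCR and RNA-Seq alike. In the RNA-Seq reads 4 were higher in Las_SL and 1 in Las_WL, and the direction was that of Figure 5A for 4 and 2 of the 10, respectively.

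For its terms, the paper tested parental genes of the circRNAs it calls differentially expressed. It gives a Rich factor, with the genome as background. Here parental genes of all circRNAs were tested against genes with a term and a mean FPKM of at least 0.5. Gene set, measure and background thus differ from the paper's. The paper names response to light stimulus, phototransduction, photosynthesis-antenna proteins and plant hormone signal transduction as enriched. Their odds ratios here were 1.06, 0.87, 0.63 and 0.93, and none had an adjusted p below 0.05. For the parental genes of circRNAs with a read in at least 2 libraries they were 1.496, 3.88, 2.77 and 1.14, with 4, 2, 1 and 14 parental genes and adjusted p-values from 0.229 to 0.742 (Fisher's exact test). The paper names the endocytosis pathway as significantly enriched, which had an unadjusted p of 0.0225 and an adjusted p of 0.101 here (Fisher's exact test). For the parental genes of circRNAs with a read in at least 2 libraries these were 0.00654 and 0.0571, with an odds ratio of 2.04. The paper names chloroplast and its matrix, with adjusted p-values of 0.527 and 0.0526 here. Both were below 0.05 with all genes that have a term as the background (0.0358 and 0.00445). Neither was with a background of a mean FPKM of at least 5 (0.962 and 0.290, Fisher's exact test). The paper names defense response, which was listed less often than in the background (odds ratio 0.54). The odds ratio was 0.64 with a background of a mean FPKM of at least 5 (Fisher's exact test, adjusted p = 0.435). For parental genes of circRNAs with a read in at least 2 libraries it was 0.83 (Fisher's exact test, p = 0.848). The paper gives a larger share of circRNAs of 86 to 800 bp than the 71.45% found here for the span on the genome.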

Other observations

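The tests of explanations in this part were written after their results were seen, with these exceptions. Those of equal read numbers, of the 280 divisions for group-specific circRNAs and of the DNA replication and mitosis list were written before. The main settings of the light-harvesting tests and of the correlations with parental genes were set before the data were examined.

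Las_WL replicate 1 stood apart from the other libraries in the gene table. Its mean Pearson correlation with the other libraries on the log2(FPKM + 1) scale was 0.823, against 0.886 or more for the others, and it lay at 0.786 on the first principal component, which held 50.8% of the variance, with Las_SL replicate 2 at the other end (-0.467). Depth does not explain it, since its 68946078 uniquely mapped reads lie within the range of the other libraries. A few abundant genes do not explain it either, as its mean Spearman correlation without the 10 most abundant genes was 0.80, still the lowest of the 9. A library of another group under this label cannot be told apart from a deviating Las_WL library. Its highest correlations of 0.8955 with an Las_ML library and 0.8781 with an Las_SL library lay below the lowest within those groups (0.9371 and 0.9055), but its correlations of 0.826 and 0.7879 with the other Las_WL libraries were lower still, against 0.9624 between those 2.

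Histone genes differed strongly between replicates of a group. The median FPKM of 37 histone genes was 54.6, 3.63 and 29.8 in Las_SL, 3.59, 38.5 and 49.1 in Las_ML and 196.3, 6.20 and 3.42 in Las_WL. If histone transcripts lacked a poly(A) tail here, uneven capture of such transcripts could raise histone genes in some libraries. Whether they lack it in lettuce was not tested. A list of DNA replication and mitosis genes, which that would not raise, was written before it was tested. Of its 15 genes 12 had a mean FPKM of at least 0.5 in these leaves. Their median FPKM was 12.3, 0.753 and 6.04 in Las_SL, 1.59, 8.69 and 10.1 in Las_ML and 47.1, 1.63 and 1.04 in Las_WL, and the list followed the histone genes over the libraries more closely than 99.99% of 10000 lists matched on mean FPKM. That argues against uneven capture as the whole cause, while an uneven share of dividing tissue in the leaf samples is a candidate explanation (the same 99.99%). The libraries fall into separate clusters, so no correlation is given. LOC111916510, described as proliferating cell nuclear antigen, ranged from 0.377 in Las_SL replicate 2 to 134 in Las_WL replicate 1. The first principal component of the gene table ordered the libraries nearly as the DNA replication and mitosis list did. Las_WL replicate 1 and Las_SL replicate 2, at its ends, had the highest and the lowest median of that list. An uneven share of dividing tissue thus stays open for the position of Las_WL replicate 1, and its effect on the gene calls was not tested. Leaf position or age at sampling was not tested.

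The lower rate of back-spliced reads in Las_WL is not explained by depth, with a mean of 8.53 per 1000000 uniquely mapped reads. Every Las_WL library stayed below the others after division by these reads. As a share of the candidate back-spliced junction reads, Las_WL overlapped the other groups. Las_WL replicate 2 had 0.135%, against 0.1095% in Las_ML replicate 3 and 0.1234% in Las_SL replicate 3. The separation thus depends on the divisor. The lower rate is not explained by circRNA132 alone, since without it the mean was 6.72 and the order was the same. An uneven share of dividing tissue is argued against as the whole cause, since 2 of the 3 Las_WL libraries lay below the median of the other 6 (7.36 FPKM) on the DNA replication and mitosis list, and Las_WL replicate 1 far above it. It stays open as a part of the cause, since Las_WL replicate 1 also had the lowest rate (5.77). The efficiency of RNase R digestion was not tested. An effect of low light intensity stays open. The lower number of circRNAs detected in Las_WL, in turn, may follow from fewer back-spliced reads, as the libraries overlapped at equal reads, with a mean of 173 expected in Las_WL.

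The number of circRNAs found in 1 group only may be what reads spread without regard to treatment give, since 63 of 280 divisions gave as many. In the pairwise comparisons, the treatment groups gave the highest number of called circRNAs among the 10 divisions (1 of 10 in each of the 3 comparisons), a share that 3 libraries against 3 cannot lower, so chance and treatment cannot be told apart there. In the 3-group test, 4 of 100 divisions of the 9 libraries, the treatment groups included, gave at least 11 circRNAs at an unadjusted p of 0.05 or less. For the number with an adjusted p below 0.05, 38 of 100 divisions gave at least 1. For genes, 1 of 100 divisions gave at least 11 in the 3-group test. In Las_SL vs. Las_ML 3 of 10 divisions gave at least 1 called gene, and in Las_WL vs. Las_ML all 10 of 10 gave at least the 0 called.

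The over-representation of terms among parental genes may reflect their higher expression, which makes a circRNA easier to detect. Against lists matched on mean FPKM, with adjustment over the 36 terms, this does not explain ATP binding (permutation p = 0.0036). It stays open for protein transport and cytosol, whose matched p-values were 0.0388 and 0.0172 before and 0.183 and 0.124 after adjustment, and for chloroplast envelope (0.175 before and 0.574 after). The length and exon number of the genes, which also affect detection, were not tested.

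The 22 light-harvesting genes, those described as chlorophyll a-b binding proteins, had a median log2 fold change of -0.26 in Las_SL vs. Las_ML, with 1 gene higher and 21 lower, against 0.05 for all genes. In Las_SL vs. Las_WL it was -0.39, with 2 higher and 20 lower, against 0.18 for all genes. Both directions held under quantile normalization, with medians of -0.26 and -0.27. In Las_WL vs. Las_ML the median was 0.08, and its direction turned when 4 of the libraries were left out, as with -0.114 without Las_ML replicate 1. Without Las_WL replicate 1 the Las_SL vs. Las_WL median was -0.74. The camera p-values were 7.281e-05, 0.00312 and 2.339e-06 for Las_SL vs. Las_ML, Las_WL vs. Las_ML and Las_SL vs. Las_WL (limma). Under fry, which gave 0.415, 0.860 and 0.369, none held with all libraries, and without Las_WL replicate 1 the fry p for Las_SL vs. Las_WL was 0.0286.

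For the parental genes of the 10 circRNAs studied by RT-qPCR, the correlation over the 9 libraries between back-spliced reads and FPKM, both on a log2 scale, was negative for 4. Of the 10 Pearson correlations, 3 had a permutation p below 0.05, and 0 had an adjusted p below 0.05 (smallest 0.0598). circRNA101 had r = 0.816 (permutation p = 0.0063) and rho = 0.90 (permutation p = 0.0020, adjusted 0.0203), and r = 0.943 without the 2 libraries farthest from the median of the parental gene, and r = 0.304 for deviations within groups. circRNA213 had r = 0.823 (permutation p = 0.0120) and rho = 0.70 (permutation p = 0.0433, adjusted 0.144), and r = 0.334 without the 2 farthest libraries, so the relation rests on those, while r = 0.871 for deviations within groups. circRNA184 had r = 0.713 (permutation p = 0.0464) and rho = 0.85 (permutation p = 0.0061, adjusted 0.0304), and r = 0.247 without the 2 farthest, on which it rests too, with r = 0.571 for deviations within groups. No explanation was tested.

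The genes with the largest changes among those called in Las_SL vs. Las_WL were LOC111920498 (carbonic anhydrase 3), with a log2 fold change of -4.18 and a limma adjusted p of 0.0495, LOC111897350 (dihydroflavonol-4-reductase), with 4.03 and 0.0279, and LOC111877950 (snakin-2), with 3.91 and 0.0339. They were called in 3, 7 and 5 of 16 alternatives, with log2 fold changes from -5.25 to -3.32, from 3.33 to 4.49 and from 3.24 to 4.55. The FPKM of dihydroflavonol-4-reductase was 154 ± 26.0 in Las_SL (SD, n = 3), 184.04 ± 130 in Las_ML and 10.5 ± 7.21 in Las_WL. No explanation was tested for these genes.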
